# Soft Matrix Promotes Cardiac Reprogramming via Inhibition of YAP/TAZ and Suppression of Fibroblast Signatures

**DOI:** 10.1016/j.stemcr.2020.07.022

**Published:** 2020-08-27

**Authors:** Shota Kurotsu, Taketaro Sadahiro, Ryo Fujita, Hidenori Tani, Hiroyuki Yamakawa, Fumiya Tamura, Mari Isomi, Hidenori Kojima, Yu Yamada, Yuto Abe, Yoshiko Murakata, Tatsuya Akiyama, Naoto Muraoka, Ichiro Harada, Takeshi Suzuki, Keiichi Fukuda, Masaki Ieda

**Keywords:** soft matrix, YAP/TAZ, cardiac reprogramming, mechanotransduction, myocardium

## Abstract

Direct cardiac reprogramming holds great potential for regenerative medicine. However, it remains inefficient, and induced cardiomyocytes (iCMs) generated *in vitro* are less mature than those *in vivo*, suggesting that undefined extrinsic factors may regulate cardiac reprogramming. Previous *in vitro* studies mainly used hard polystyrene dishes, yet the effect of substrate rigidity on cardiac reprogramming remains unclear. Thus, we developed a Matrigel-based hydrogel culture system to determine the roles of matrix stiffness and mechanotransduction in cardiac reprogramming. We found that soft matrix comparable with native myocardium promoted the efficiency and quality of cardiac reprogramming. Mechanistically, soft matrix enhanced cardiac reprogramming via inhibition of integrin, Rho/ROCK, actomyosin, and YAP/TAZ signaling and suppression of fibroblast programs, which were activated on rigid substrates. Soft substrate further enhanced cardiac reprogramming with Sendai virus vectors via YAP/TAZ suppression, increasing the reprogramming efficiency up to ∼15%. Thus, mechanotransduction could provide new targets for improving cardiac reprogramming.

## Highlights

• Hydrogel culture reveals the role of mechanotransduction in cardiac reprogramming
• Soft ECM comparable with native myocardium promotes cardiac reprogramming
• Soft ECM promotes cardiac reprogramming via YAP/TAZ/fibroblast signaling inhibition
• Soft ECM promotes Sendai virus vector-mediated cardiac reprogramming

## Introduction

Direct reprogramming generates the desired cell types from fibroblasts without passing through a stem cell state by overexpressing tissue-specific transcription factors (Sadahiro et al., 2015). This new technology has wide applications in disease modeling, drug discovery, and regenerative medicine (Isomi et al., 2019; Sadahiro et al., 2018; Srivastava and DeWitt, 2016). We and others reported the generation of induced cardiomyocytes (iCMs) from fibroblasts using cardiac transcription factors, including GATA4, MEF2C, and TBX5 (GMT) or GMT plus HAND2 (GHMT) (Ieda et al., 2010; Song et al., 2012). *In vivo* cardiac reprogramming by gene transfer of GMT or GHMT into mouse hearts reprogrammed resident cardiac fibroblasts (CFs) into iCMs, improved cardiac function, and reduced fibrosis after myocardial infarction (MI) (Inagawa et al., 2012; Miyamoto et al., 2018; Qian et al., 2012; Song et al., 2012). However, the cardiac reprogramming process remains inefficient and iCMs generated *in vitro* are immature, suggesting that undefined extrinsic factors may regulate the efficiency and quality of cardiac reprogramming (Qian et al., 2012; Song et al., 2012; Srivastava and DeWitt, 2016; Yamakawa et al., 2015; Zhao et al., 2015). Previous cardiac reprogramming studies have mainly used conventional rigid polystyrene dishes (PS; ∼GPa) that exhibit distinct physical properties from native myocardium (10–20 kPa) (Berry et al., 2006; Engler et al., 2006); thus, the effects of substrate stiffness and mechanotransduction on cardiac reprogramming remain elusive.

Cells sense underlying matrix rigidity and propagate biochemical and biophysical signals along the cytoskeleton to the nucleus, altering gene expression and cellular function (Crowder et al., 2016; Dupont, 2016; Lyon et al., 2015). Previous studies demonstrated that stiffness of the extracellular matrix (ECM) changes cell adhesion, proliferation, and differentiation (Crowder et al., 2016; Engler et al., 2006, 2008; Lyon et al., 2015; Yahalom-Ronen et al., 2015). Engler et al., 2006 demonstrated that mesenchymal stem cells (MSCs) cultured on polyacrylamide gels differentiated into specific cell types that corresponded to the stiffness of their incorporated tissues; soft matrices specified the MSCs to the adipogenic lineage, while stiff matrices differentiated them toward the osteogenic lineage. Further mechanistic studies revealed that two highly related transcriptional coactivators, Yes-associated protein (YAP) and transcriptional coactivator with PDZ-binding domain (TAZ), were responsible for sensing ECM rigidity and acted as key regulators for mechanotransduction (Dupont, 2016; Dupont et al., 2011). It has been reported that YAP activation promotes induced pluripotent stem cell (iPSC) reprogramming (Lian et al., 2010); however, the roles of YAP/TAZ in direct cardiac reprogramming remain unknown. Given that the myocardium becomes stiffer than healthy myocardium after MI via accumulation of ECM and fibrosis, understanding the effects of matrix stiffness and mechanotransduction in cardiac reprogramming would be clinically relevant (Berry et al., 2006; Engler et al., 2008). Therefore, in this study, we developed a Matrigel-based hydrogel culture system to investigate the mechanobiology in cardiac reprogramming and the signaling pathway involved.

## Results

### Soft ECM Comparable with the Myocardium Promotes Cardiac Reprogramming

Given that tissue elasticity of the myocardium (10–20 kPa) is much softer than that of PS dishes (∼GPa), we studied the effect of matrix stiffness on cardiac reprogramming (Berry et al., 2006; Engler et al., 2006). We plated fibroblasts from alpha myosin heavy chain (αMHC)-GFP transgenic mice, in which only cardiomyocytes express GFP (Ieda et al., 2010), on Matrigel-coated PS dishes or Matrigel-based hydrogels with different elasticities ranging from 1 kPa (similar to brain) to 126 kPa (similar to collagenous bone). The following day, we transduced the fibroblasts with the retroviral GHMT (pMX-GHMT) to induce cardiac reprogramming (Figure 1A). To identify the effect of ECM stiffness on cardiac reprogramming, we analyzed the number of spontaneously beating iCMs after 4 weeks. We found that soft substrates (4–14 kPa) resulted in a significantly higher number of beating iCMs with a peak at 8 kPa (comparable with the stiffness of native myocardium; Figure 1B, Video S1). Cardiac reprogramming was not induced without GHMT transduction on 8 kPa hydrogels. Consistent with a previous report (Herum et al., 2017), softer substrates (1–2 kPa) altered cell morphology into rounder and smaller shapes, leading to cell detachment and death (Figures 1B and S1A–S1C). Sequential analyses revealed that iCMs cultured on 8 kPa hydrogels started to contract earlier just after 1 week and that the number of beating iCMs increased by ∼3-fold compared with the number of cells on 126 kPa hydrogels after 4 weeks (Figure 1C). Next, we evaluated contraction/relaxation velocities of beating iCMs using the new high-speed video microscopy and motion vector analysis to determine detailed functional properties of iCMs. The contraction/relaxation velocities of iCMs on 8 kPa hydrogels were higher than the velocities on rigid substrates, demonstrating functional maturation of iCMs on soft substrates (Figure S1D). The number of Ca^2+^ transient^+^ cells on 8 kPa hydrogel also increased by ∼2-fold relative to the cells cultured on rigid substrates after 4 weeks (Figure S1E). It was previously reported that all three subtypes of iCMs, such as pacemaker-, atrial-, and ventricular-like cardiomyocytes, were generated by direct cardiac reprogramming (Nam et al., 2014). Therefore, it is possible that soft matrix may induce the pacemaker cells to increase the number of beating cells. qRT-PCR analysis revealed that the expression of *Hcn4*, a marker for the pacemaker cells, was suppressed during culture on 8 kPa hydrogels, suggesting that soft matrix did not increase the induction of pacemaker cells (Figure S1F).

**Figure 1:**
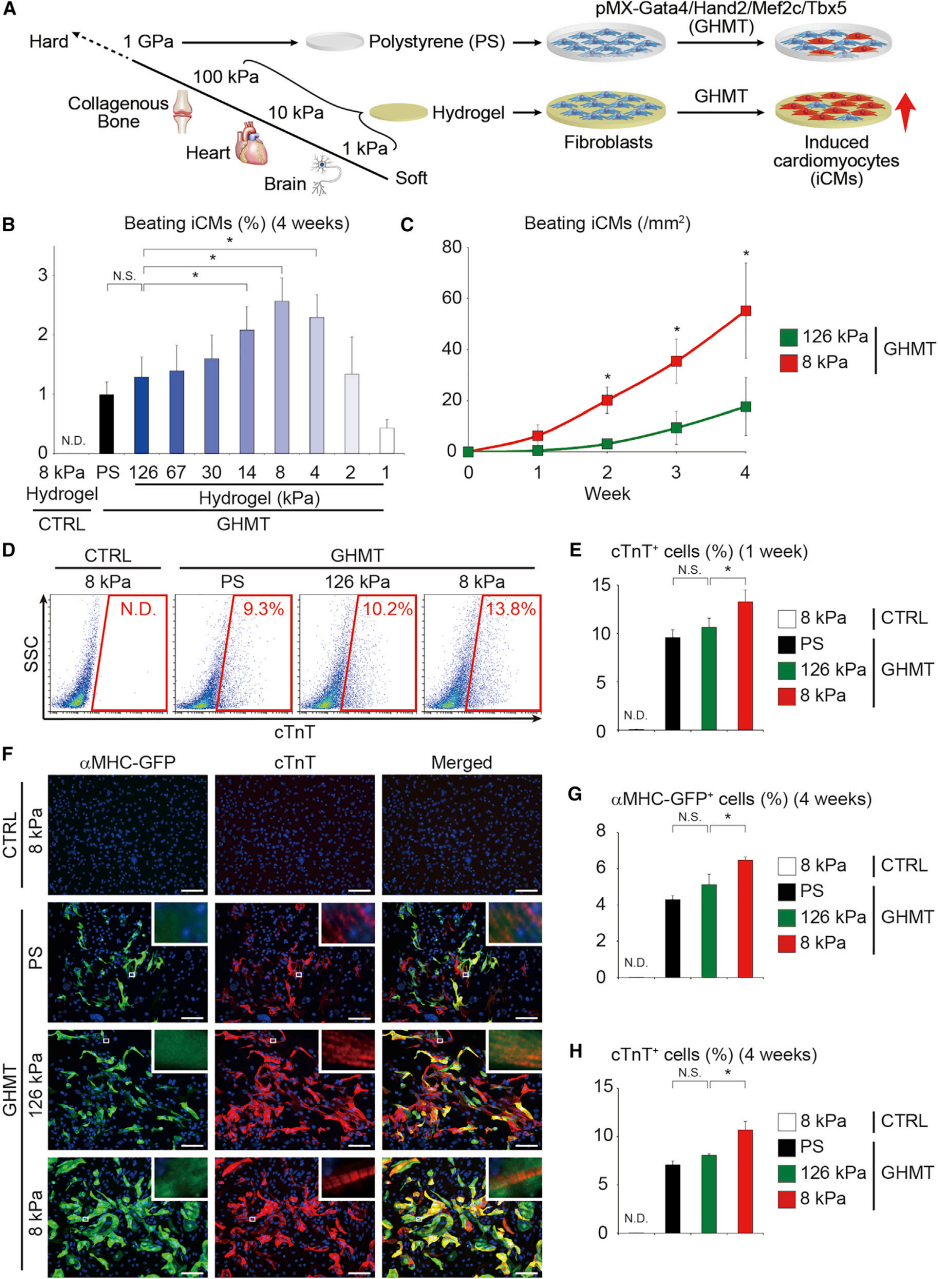
Soft Matrices Promote Cardiac Reprogramming (A) Solid tissues exhibit a range of stiffness, as measured by the elastic modulus. Conventional PS dishes and dishes with Matrigel-based hydrogels of different elasticities (1–126 kPa) were used for cardiac reprogramming. αMHC-GFP mouse fibroblasts were transduced with pMX-GHMT to generate induced cardiomyocytes (iCMs). (B) Fibroblasts were seeded on PS and hydrogels of various elasticities and transduced with GHMT. The effect of substrate elasticity on cardiac reprogramming was analyzed by counting spontaneously beating cells after 4 weeks; n = 3 independent triplicate experiments. (C) Time course of cardiac reprogramming on 126 kPa and 8 kPa hydrogel culture; n = 3 independent triplicate experiments. (D and E) FACS analysis of cTnT expression after 1 week. Fibroblasts were transduced with GHMT and cultured on PS or 126 kPa and 8 kPa substrates. (E) Quantitative data; n = 3 independent triplicate experiments. (F–H) Immunocytochemistry of αMHC-GFP, cTnT, and DAPI after 4 weeks. Cells were treated as described in (D). High-magnification views, as insets, show sarcomeric organization. (G and H) Quantitative data; n = 3 independent triplicate experiments. All data are presented as the means ± SD. ^∗^p < 0.05 versus the relevant control. NS, not significant; ND, not detected; CTRL, control. Scale bars represent 100 μm.

Video S1. Spontaneously Beating GHMT-Induced iCMs Cultured on 8 kPa Hydrogels for 4 Weeks, Related to Figure 1B

Fluorescence-activated cell sorting (FACS) analyses demonstrated that 8 kPa hydrogels induced more cardiac troponin T (cTnT)^+^ cells than did PS or 126 kPa substrates after 1 and 4 weeks (Figures 1D, 1E, and S1H). Immunocytochemistry also revealed that, after 1 week, the number of cTnT^+^ cells increased on 8 kPa substrates relative to that on PS or 126 kPa hydrogels; however, only a few cells exhibited sarcomeric structures at this early stage, consistent with the results of previous studies (Figure S1G) (Ieda et al., 2010; Song et al., 2012). The iCMs showed well-defined sarcomeric structures, and, after 4 weeks, more αMHC-GFP^+^ and cTnT^+^ cells were induced on 8 kPa hydrogels than on PS dishes or 126 kPa hydrogels (Figures 1F–1H). The relative increase in cTnT^+^ cells was ∼1.5-fold, which was less than the increase in beating iCM generation, suggesting that soft substrates promote the degree of iCM maturation. These results demonstrated that soft matrix similar to the myocardial stiffness improved the efficiency and quality of cardiac reprogramming compared with the ECM stiffness of non-cardiac tissue or conventional PS dishes.

### Soft ECM Induces Cardiac Programs and Suppresses YAP/TAZ Signaling

Next, to investigate the underlying mechanisms resulting in significant differences in cardiac reprogramming on 8 kPa and 126 kPa hydrogels, we performed microarray analyses to identify differentially expressed genes between the two groups. 

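Fibroblasts given Gata4, Hand2, Mef2c and Tbx5 (GHMT) were profiled 2 weeks later on Clariom S Mouse arrays, with 2 arrays from independent cultures on 126 kPa hydrogels (GHMT/126 kPa) and 2 on 8 kPa hydrogels (GHMT/8 kPa). None of the reprogramming factors differed between the groups past the test. Tbx5 had a log2 difference (8 kPa minus 126 kPa) of 0.41 (SE 0.14, n = 2 arrays per group, adjusted p = 0.412 from limma), and Hand2 had one of 0.28 (SE 0.14, adjusted p = 0.549 from limma). Mef2c differed by 0.07 (SE 0.13) and Gata4 by -0.0023 (SE 0.15). Yap1, which encodes YAP, differed by 0.04 (SE 0.14, adjusted p = 0.949 from limma), and Wwtr1, which encodes TAZ, by -0.25 (SE 0.14, adjusted p = 0.599 from limma). The authors processed the arrays with Affymetrix Expression Console (version 1.4), and the deposited values are log2 ratios. For each of the 22206 features the values of the 2 arrays on 126 kPa average to 0, so a value here is relative to the mean of GHMT/126 kPa and carries no signal level. Over all features the values had an SD of 0.368 and 0.364 in the 8 kPa arrays and of 0.172 in each 126 kPa array. Each difference is the mean of the 8 kPa arrays minus the mean of the 126 kPa arrays, and its SE comes from limma fitted to these 4 arrays, which leaves 2 residual degrees of freedom. Benjamini-Hochberg adjustment was made over all 22206 features, and the number of arrays limits the precision.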

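The genes lower on 8 kPa past the test included Egfl6, Sfrp2 and Agtr2 and the macrophage markers C1qc, Mrc1 and Itgam. Egfl6 fell by 3.58 on the log2 scale (SE 0.17) and Sfrp2, which encodes a secreted frizzled-related protein, fell by 3.46 (SE 0.14). Agtr2, the type 2 angiotensin II receptor gene, fell by 2.84 (SE 0.14), Stc1 fell by 2.80 (SE 0.15), Penk fell by 2.65 (SE 0.14) and Ccn3 fell by 2.41 (SE 0.13). The complement gene C1qc (feature TC0400003793.mm.2) fell by 2.97 (SE 0.17), Fcrls fell by 2.90 (SE 0.17), and the mannose receptor gene Mrc1 fell by 2.74 (SE 0.13). Each of these 9 genes had an adjusted p of 0.0227 from limma with n = 2 arrays per group, and Mpeg1 fell by 2.52 (SE 0.17, adjusted p = 0.0327 from limma). Among the genes higher on 8 kPa, Rnd2 differed by 1.81 (SE 0.18, adjusted p = 0.0723), and Csf2rb by 1.63 (SE 0.14, adjusted p = 0.0594). Lhx9 differed by 1.63 (SE 0.17, adjusted p = 0.0745) and Gpr83 by 1.31 (SE 0.13, adjusted p = 0.0745), so none of these passed. Between the group means 70 features were at least 2-fold higher and 181 at least 2-fold lower, of which 56 and 165 carry a gene symbol. Predicted, unnamed or olfactory and vomeronasal receptor genes made up 19 of the 70 and 21 of the 181. Past limma, 0 features were higher and 16 lower, against 1322 higher and 1041 lower at an unadjusted p under 0.05. In 1 fit to all 14 arrays, the plan made before the data were examined, 168 passed as higher and 174 as lower. That fit draws on more arrays for the spread, so the small counts here depend on the few residual degrees of freedom. With any 1 of the 4 arrays left out, 109 to 166 features were at least 2-fold higher. Such a fit leaves too few residual degrees of freedom for the 16 features to be tested again.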

Differential gene expression analyses revealed that 70 genes were upregulated in GHMT-transduced fibroblasts on 8 kPa hydrogels, while 106 genes were downregulated at least 2-fold compared with those in the 126 kPa group (Figure 2A). 

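Matrix genes had differences in both directions on 8 kPa hydrogels, and none passed limma over all features. Postn, which encodes the matrix protein periostin, had a log2 difference of -1.67 (SE 0.14, n = 2 arrays per group, adjusted p = 0.0594 from limma). The elastin gene Eln differed by -1.32 (SE 0.19, adjusted p = 0.14 from limma), Col11a1 by -0.98 (SE 0.13) and Bgn by -0.62 (SE 0.16). Of 28 genes for collagens, other matrix proteins and crosslinking enzymes, 12 were higher and 16 lower on 8 kPa, with a median log2 difference of -0.20. Of 24 cardiac sarcomere genes, 11 were higher and 13 lower, with a median of -0.024. Their largest differences were those of Myl2 at 0.40 (SE 0.16), Des at -0.38 (SE 0.13), Tnni3 at 0.37 (SE 0.14) and Lmod2 at 0.31 (SE 0.16). Of 22 genes for cardiac calcium handling and ion channels, 12 were higher and 10 lower, with a median of 0.04, although the test of the list pointed lower (adjusted p = 0.957 from camera, adjusted p = 0.963 with an estimated correlation). Kcnj2 differed by -0.74 (SE 0.23) and Hrc by -0.72 (SE 0.17). Of 29 cell cycle genes, 21 were higher and 8 lower, with a median of 0.12 (adjusted p = 0.204, adjusted p = 0.559 with an estimated correlation), and Mcm3 differed by 0.55 (SE 0.24) and Tpx2 by 0.50 (SE 0.16). All 20 macrophage and leukocyte markers were lower on 8 kPa, with a median of -1.34. The complement gene C1qb differed by -2.77 (SE 0.30, adjusted p = 0.0823 from limma) while Itgam fell by 2.02 (SE 0.15, adjusted p = 0.0433 from limma). As groups against all other features, the macrophage list was lower (adjusted p = 1.19e-30 from camera, adjusted p = 0.249 with an estimated correlation), and so was the matrix list (adjusted p = 0.0232, adjusted p = 0.487 with an estimated correlation). With an estimated correlation, camera rests on the 2 residual degrees of freedom, and 0 of 28 lists passed, so a failure there says little about a list. The sarcomere list did not pass (adjusted p = 0.588, adjusted p = 0.861 with an estimated correlation). In limma over all features 3 macrophage markers and 0 matrix or sarcomere genes passed, and when adjusted over the list alone 18 macrophage markers and 4 matrix genes were lower and 0 sarcomere genes passed. At an unadjusted p under 0.05, 4 matrix genes were higher and 9 lower, and 1 sarcomere gene was higher and 1 lower. The adjusted p of the matrix list was 0.0773 without replicate 1 of GHMT/8 kPa and 0.0709 without replicate 2 of GHMT/126 kPa.

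**Figure D1:**
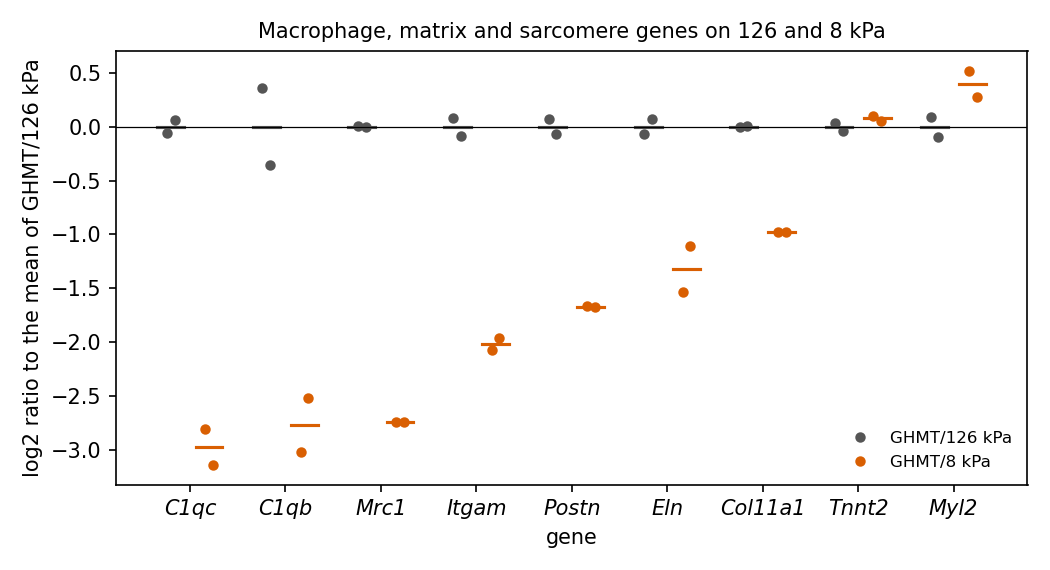
Log2 ratio of macrophage (C1qc, C1qb, Mrc1, Itgam), matrix (Postn, Eln, Col11a1) and sarcomere (Tnnt2, Myl2) genes to the mean of GHMT/126 kPa, on 126 kPa and 8 kPa hydrogels. Points are single arrays and bars are the means of 2 arrays; the 8 kPa bar of C1qc lies at -2.97 and that of Myl2 at 0.40.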

Gene ontology (GO) analyses demonstrated that upregulated genes in cells grown on 8 kPa hydrogels were enriched for GO terms associated with cardiac function, while the downregulated genes were enriched for GO terms associated with fibroblast signatures (such as cell substrate adhesion, migration, and proliferation), ECM organization, and integrin-mediated signaling pathway (Figure 2B). Gene set enrichment analysis (GSEA) also demonstrated that genes related to the ATP generation and fatty acid transport were upregulated in GHMT-transduced fibroblasts cultured on 8 kPa hydrogels, whereas fibroblast-related genes were strongly downregulated in cells cultured on 8 kPa compared with those on 126 kPa hydrogels (Figure 2C). qRT-PCR results confirmed that cardiac genes, such as β1-adrenergic receptor (*Adrb1*) and sarcomeric structure (*Tnnt2*), were upregulated, whereas fibroblast genes (*Col1a1*, *Thy1*) were significantly downregulated in the 8 kPa group (Figure 2D). These results suggested that soft matrices induced cardiac gene programs concomitant with repression of fibroblast signatures.

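Glycolytic genes were higher as a group on 8 kPa hydrogels (adjusted p = 0.000122 from camera, adjusted p = 0.486 with an estimated correlation), and no member passed limma over all features. Aldoc, an aldolase gene, had a log2 difference of 1.22 (SE 0.20, n = 2 arrays per group, adjusted p = 0.164 from limma). The triosephosphate isomerase gene Tpi1 differed by 0.75 (SE 0.13), the phosphoglycerate kinase gene Pgk1 by 0.73 (SE 0.14) and Pfkl by 0.61 (SE 0.14). Of 16 genes for glycolytic enzymes and glucose uptake, 14 were higher and 2 lower, with a median of 0.29. Fatty acid genes did not pass in either direction: Fabp4 differed by -1.31 (SE 0.26, adjusted p = 0.231 from limma), Ppargc1a by 0.47 (SE 0.16), Cpt1b by -0.44 (SE 0.14) and Hadh by 0.38 (SE 0.16). Of 21 such genes 13 were higher and 8 lower, with a median of 0.08. Genes of mitochondrial respiration were 13 higher and 6 lower of 19, with a median of 0.12, led by Cox6a2 at 0.73 (SE 0.17) and Cox8b at 0.54 (SE 0.17). Among 15 fibroblast surface markers and mesenchymal transcription factors, 7 were higher and 8 lower, with a median of -0.07. Dpt differed by -1.51 (SE 0.14, adjusted p = 0.0646 from limma), Cd34 by 1.32 (SE 0.15, adjusted p = 0.0823 from limma), Tcf21 by 0.68 (SE 0.29) and Pdgfrb by -0.63 (SE 0.14). The other lists did not pass: fatty acid genes had an adjusted p of 0.803 from camera (adjusted p = 0.861 with an estimated correlation), respiration genes 0.225 (adjusted p = 0.559 with an estimated correlation) and fibroblast genes 0.36 (adjusted p = 0.74 with an estimated correlation). No member passed limma over all features; at an unadjusted p under 0.05, 7 glycolysis genes were higher, 1 fatty acid gene was higher and 2 lower, 3 respiration genes were higher, and 2 fibroblast genes were higher and 3 lower. When adjusted over the list alone, 4 glycolysis genes were higher, and 2 fibroblast genes were higher and 2 lower.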

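On the arrays the cardiac troponin T gene Tnnt2 had a log2 difference of 0.08 (SE 0.14, n = 2 arrays per group, adjusted p = 0.875 from limma) between 8 kPa and 126 kPa. Myh6, the gene of αMHC, differed by -0.16 (SE 0.14, adjusted p = 0.744 from limma) and Pln, the phospholamban gene, by 0.14 (SE 0.19, adjusted p = 0.838 from limma). The fibroblast gene Col1a1 differed by -0.08 (SE 0.13, adjusted p = 0.864 from limma) and Thy1 by -0.34 (SE 0.15, adjusted p = 0.522 from limma). Of 13 smooth muscle and myofibroblast genes, 3 were higher and 10 lower, with a median of -0.21. Actg2 differed by -1.09 (SE 0.17), Mylk by 1.02 (SE 0.18), Myh11 by -0.74 (SE 0.14) and Cnn1 by -0.71 (SE 0.14). Of 24 YAP/TAZ target genes, 6 were higher and 18 lower, with a median of -0.10. Igfbp3 had the largest difference at -2.21 (SE 0.18, adjusted p = 0.0548 from limma), followed by Dock5 at -0.54 (SE 0.19), F3 at -0.53 (SE 0.13) and Fjx1 at -0.38 (SE 0.19). The target gene Ccn2, named Ctgf in the article, differed by -0.31 (SE 0.13, adjusted p = 0.508 from limma). Both lists were lower as groups in camera, the smooth muscle and myofibroblast list with adjusted p = 0.0048 (adjusted p = 0.486 with an estimated correlation) and the target list with adjusted p = 0.0082 (adjusted p = 0.559 with an estimated correlation). No member of either list passed limma over all features; at an unadjusted p under 0.05, 1 smooth muscle gene was higher and 4 lower, and 3 target genes were lower. When adjusted over the list alone, 1 smooth muscle gene was higher and 4 lower, and 1 target gene was lower. Without replicate 2 of GHMT/126 kPa the adjusted p was 0.0689 for the smooth muscle list and 0.133 for the target list, and without replicate 2 of GHMT/8 kPa it was 0.058 for the target list. Pln differed by -0.06 without replicate 1 of GHMT/8 kPa, and Adrb1 was not analysed here. From the array results together with its qRT-PCR, the paper proposes that soft matrices turn on cardiac programs while fibroblast signatures are repressed.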

**Figure 2:**
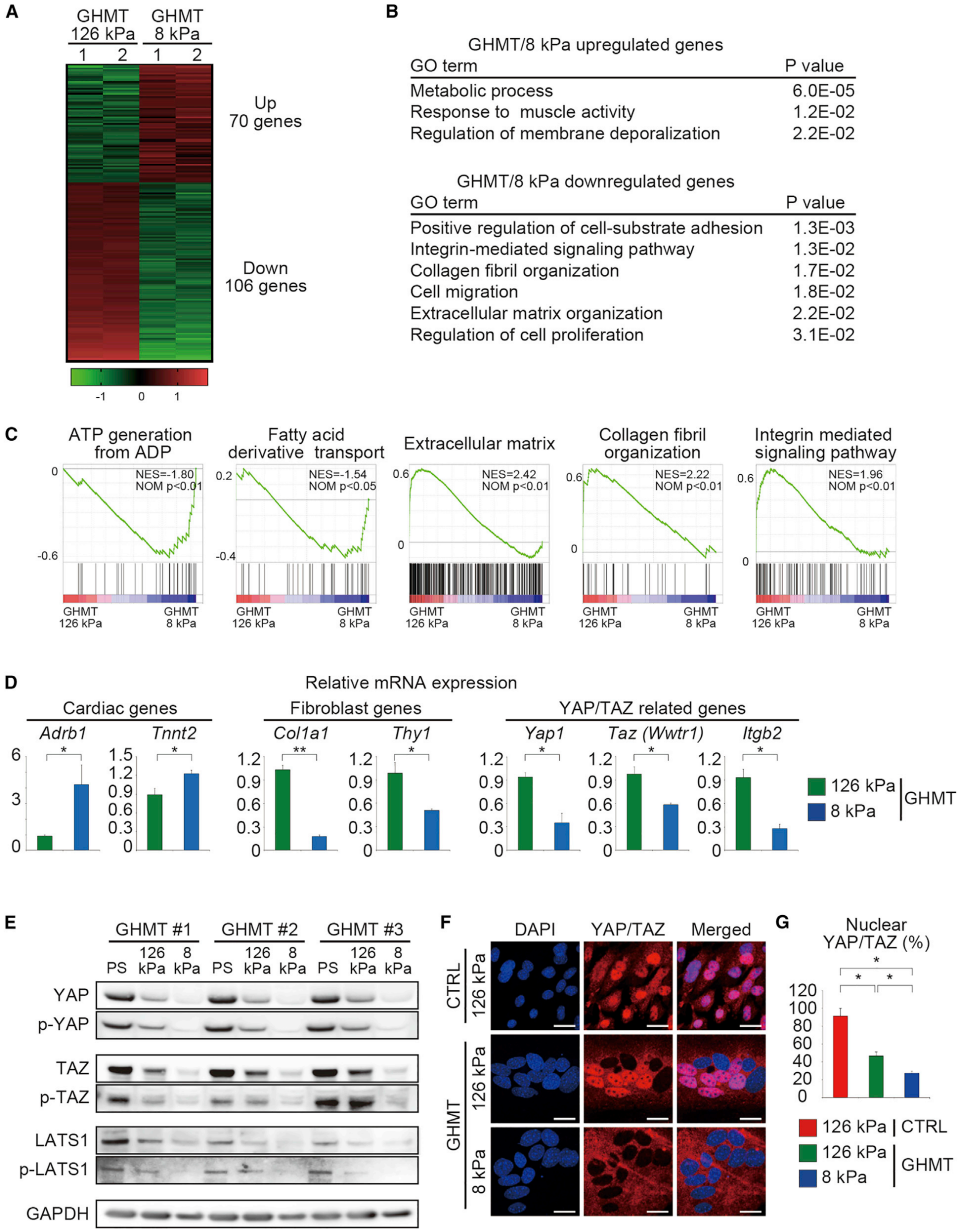
Soft Matrix Suppresses Fibroblast Signature and YAP/TAZ during Cardiac Reprogramming (A) Heatmap of microarray data illustrating the differentially expressed genes between the GHMT-transduced fibroblasts cultured on 126 kPa (GHMT/126 kPa) and 8 kPa (GHMT/8 kPa) hydrogels for 2 weeks; n = 2 independent biological replicates. (B) GO term analysis of the upregulated and downregulated genes in GHMT/8 kPa compared with those of GHMT/126 kPa. Cardiac-related genes were upregulated, whereas fibroblast-related genes were downregulated in GHMT/8 kPa. (C) GSEA for GHMT/8 kPa and GHMT/126 kPa. (D) qRT-PCR analysis to determine relative mRNA expression of cardiomyocyte-, fibroblast-, and YAP/TAZ-related genes in GHMT/8 kPa-cultured cells compared with the GHMT/126 kPa-cultured cells; n = 3 independent triplicate experiments. (E) Western blotting of total YAP, TAZ, LATS1, and phosphorylated YAP (pYAP), TAZ (pTAZ), and LATS1 (pLATS1) protein levels in GHMT-transduced fibroblasts on PS dishes or Matrigel-based hydrogels with different elasticities; n = 3 independent biological replicates. (F and G) Immunocytochemistry of YAP/TAZ and DAPI after 72 h. (G) Quantitative data (n = 3 independent triplicate experiments). Nuclear YAP/TAZ expression was reduced in the presence of GHMT and under 8 kPa culture conditions. All data are presented as the means ± SD. ^∗^p < 0.05; ^∗∗^p < 0.01 versus the relevant control. Scale bars represent 20 μm.

YAP and TAZ are transcriptional coactivators that are imported into the nuclei when cells are cultured on rigid substrates, whereas they are exported to the cytoplasm, phosphorylated, and degraded via the proteasome system on elastic substrates (Dupont, 2016; Dupont et al., 2011; Ohgushi et al., 2015). Western blotting revealed that protein levels of total YAP and TAZ (nuclear and cytoplasmic localization) and phosphorylated YAP and TAZ (cytoplasmic localization) were lower in the GHMT-transduced cells cultured on soft ECM than on rigid substrates (Figure 2E). Consistent with these findings, qRT-PCR showed that gene expression levels of *Yap1*, *Taz (Wwtr1)*, and the YAP/TAZ target gene *Itgb2* were significantly lower in the GHMT-transduced cells cultured on 8 kPa than on 126 kPa hydrogels (Figure 2D). The canonical Hippo pathway, activated by contact inhibition, suppresses YAP and TAZ through the phosphorylation of large tumor suppressor homolog 1 (LATS1) (Zhao et al., 2007). Therefore, if the canonical Hippo signaling was responsible for YAP/TAZ suppression on 8 kPa substrate, LATS1 would be phosphorylated. However, western blotting demonstrated that the levels of both total and phosphorylated LATS1 decreased on 8 kPa hydrogel, suggesting that the canonical Hippo signaling might not be the primary regulator of YAP/TAZ in this particular model (Figure 2E). IHC revealed that most fibroblasts expressed YAP/TAZ in the nuclei on 126 kPa substrates under basal conditions (Figure 2F). After 3 days on 126 kPa substrate and with GHMT transduction, nuclear YAP/TAZ expression was reduced by ∼50%, which was further reduced on 8 kPa culture in the presence of GHMT (Figures 2F and 2G). These results suggest that elastic matrices similar to the myocardium promote cardiac reprogramming concomitant with suppression of fibroblast signatures and YAP/TAZ signaling.

### Inhibition of YAP/TAZ Promotes Cardiac Reprogramming and Suppresses Fibroblast Signatures

Our results showed that YAP/TAZ signaling was inhibited in soft ECM-mediated cardiac reprogramming; however, it is unknown whether this suppression improves iCM reprogramming. To test this, we suppressed YAP and TAZ expression with specific short hairpin RNAs (shRNAs) (shYAP and shTAZ) in GHMT-transduced fibroblasts on 126 kPa hydrogels (Table S1). Downregulation of YAP and TAZ expression by shYAP and shTAZ, respectively, was confirmed by qRT-PCR and western blotting (Figures S2A and S2B). FACS analyses revealed that induction of cTnT^+^ cells significantly increased after treatment with shYAP or shTAZ more than with scramble shRNA on 126 kPa and PS dishes after 1 week (Figures 3A, 3B, S2C, and S2D). Knockdown of both YAP and TAZ did not further increase cardiac reprogramming (data not shown). Other shRNAs (shYAP#2 or shTAZ#2) also increased cardiac reprogramming, demonstrating the specific and reproducible effects of shYAP and shTAZ on cardiac reprogramming (Figures S2E and S2F, and Table S1). Immunocytochemistry of cTnT also demonstrated that YAP and TAZ knockdown increased the number of cTnT^+^ cells with well-defined sarcomeric structures after 4 weeks (Figures 3C and 3D). Moreover, the number of beating iCMs also increased after shYAP and shTAZ treatment (Figure 3E).

**Figure 3:**
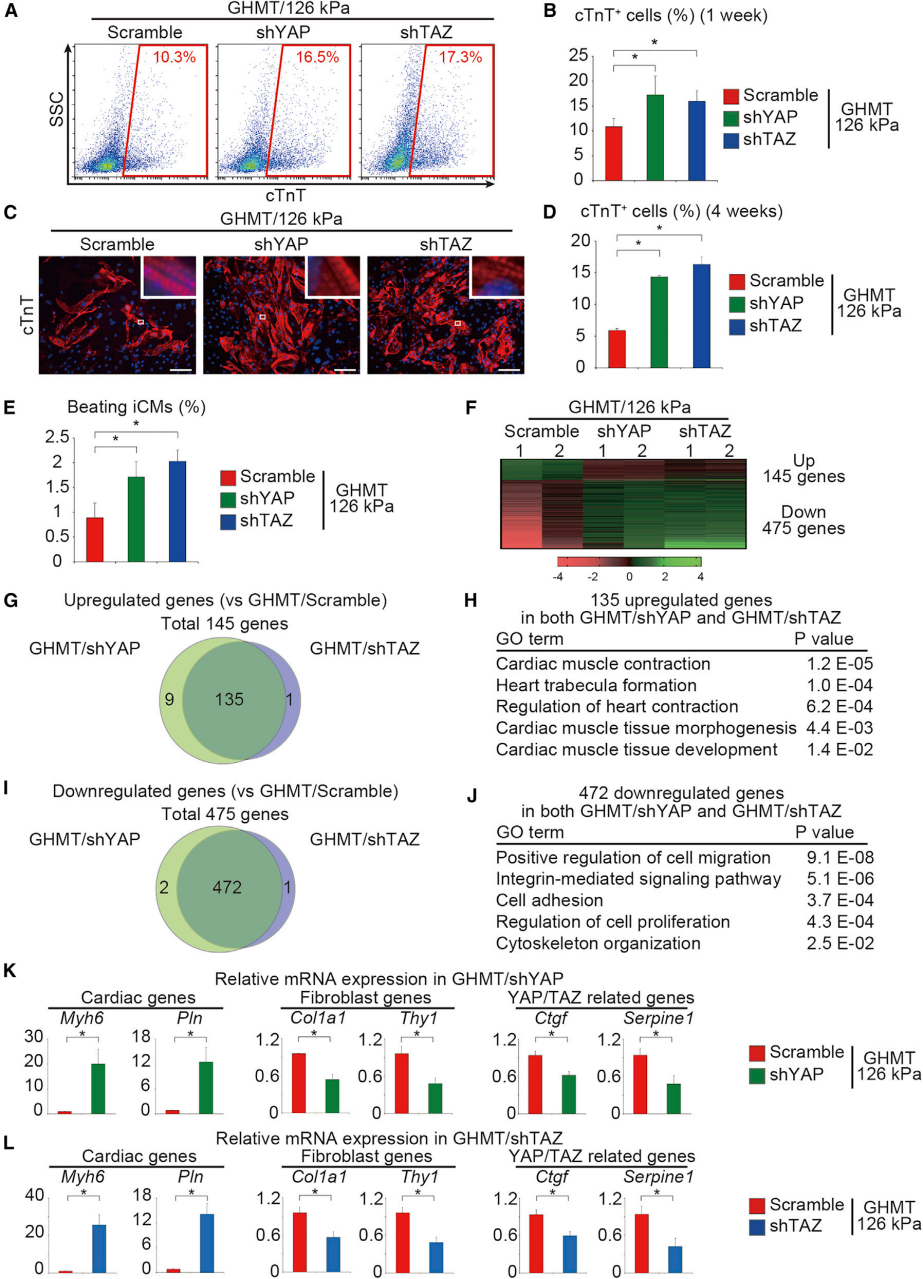
Inhibition of YAP/TAZ Enhances Cardiac Reprogramming and Suppresses Fibroblast Signature (A and B) FACS analysis of cTnT expression after 1 week. GHMT-transduced fibroblasts cultured on 126 kPa hydrogels were transduced with Scramble shRNA and YAP and TAZ-specific shRNA (shYAP and shTAZ). (B) Quantitative data; n = 3 independent triplicate experiments. (C and D) Immunocytochemistry of cTnT and DAPI after 4 weeks. Cells were treated as described in (A). High-magnification views, as insets, show sarcomeric organization. (D) Quantitative data; n = 3 independent triplicate experiments. (E) Quantitative data for the number of spontaneously beating cells after 4 weeks; n = 3 independent triplicate experiments. (F) Heatmap of microarray data illustrating the global gene expression pattern of fibroblasts 2 weeks after transduction with GHMT/scramble shRNA, GHMT/shYAP, or GHMT/shTAZ cultured on 126 kPa hydrogels. Differentially expressed genes are shown; n = 2 independent biological replicates. (G and H) Venn diagram showing genes upregulated after GHMT/shYAP and GHMT/shTAZ transduction by more than 2-fold compared with that of GHMT/scramble shRNA. (H) GO analysis of the 135 upregulated genes of the GHMT/shYAP and GHMT/shTAZ groups. Cardiac-related GO terms are shown. (I and J) Venn diagram showing genes downregulated after GHMT/shYAP and GHMT/shTAZ transduction by more than 2-fold compared with that of GHMT/scramble shRNA. (J) GO analysis of the 472 downregulated genes in both GHMT/shYAP and GHMT/shTAZ groups. Fibroblast-related GO terms are shown. (K and L) qRT-PCR analysis to determine relative mRNA expression of cardiomyocyte, fibroblast, and YAP/TAZ target genes in the (K) GHMT/shYAP and (L) GHMT/shTAZ groups compared with GHMT/scramble shRNA groups; n = 3 independent triplicate experiments. All experiments were performed on 126 kPa hydrogels. All data are presented as the means ± SD. ^∗^p < 0.05 versus the relevant control. Scale bars represent 100 μm.

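GHMT-transduced fibroblasts on 126 kPa hydrogels received scramble shRNA, shYAP or shTAZ, and 2 Clariom S Mouse arrays from independent cultures were run per group after 2 weeks. Yap1, the target of shYAP, fell by 0.88 on the log2 scale with shYAP (SE 0.12, n = 2 arrays per group, adjusted p = 0.0498 from limma) and differed by 0.13 with shTAZ (SE 0.12, adjusted p = 0.676 from limma). Wwtr1, the target of shTAZ, differed by -0.34 with shTAZ (SE 0.17, adjusted p = 0.43 from limma) and by 0.10 with shYAP (SE 0.17, adjusted p = 0.773 from limma). In the scramble arrays Yap1 had an SD of 0.16 and Wwtr1 an SD of 0.35 (n = 2). Of the reprogramming factors, Gata4 differed by 0.68 with shYAP (SE 0.11, adjusted p = 0.0674 from limma) and by 0.20 with shTAZ (SE 0.11, adjusted p = 0.458 from limma). Transcripts of macrophages differed between the scramble cultures themselves: over 20 macrophage and leukocyte markers, scramble array 1 was higher than scramble array 2 by a median log2 of 2.17, and 494 features were at least 2-fold higher in array 1. The deposited values are log2 ratios to the mean of the 2 scramble arrays, which the authors made apart from the arrays without shRNA. Of the features, 22122 with values in all 6 arrays were tested. A difference is the mean with shYAP or shTAZ minus the mean with scramble shRNA, and limma was fitted to the 6 arrays together with 3 residual degrees of freedom, so that each comparison draws on the spread of all 3 groups and both share the scramble arrays. Yap1 had an adjusted p of 0.0502 with shYAP without scramble replicate 1, and of 0.304 and 0.268 without shYAP replicates 1 and 2. Over features the SD of the values was 0.201 in each scramble array, 0.401 and 0.433 with shYAP, and 0.444 and 0.455 with shTAZ.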

We next performed microarray analyses to determine the molecular mechanism of shYAP and shTAZ-mediated cardiac reprogramming on 126 kPa hydrogels (Figure 3F). Compared with scramble shRNA, differential gene expression analyses revealed that, after either shYAP or shTAZ treatment, 145 genes were upregulated and 475 genes were downregulated with significant overlaps between the two shRNA groups, suggesting that shYAP and shTAZ largely target the same pathways (Figures 3F–3J). 

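Chrna3, which encodes a nicotinic acetylcholine receptor subunit, rose with shYAP by 3.16 on the log2 scale (SE 0.12, n = 2 arrays per group, adjusted p = 0.00192 from limma). Pln, the phospholamban gene, rose by 2.83 (SE 0.29, adjusted p = 0.0335 from limma). The carbonic anhydrase gene Car3 rose by 2.62 with shYAP (SE 0.12, adjusted p = 0.00449 from limma) and differed by 1.70 with shTAZ (SE 0.12, adjusted p = 0.0568 from limma). The cyclooxygenase gene Ptgs2 fell by 2.17 with shYAP (SE 0.25, adjusted p = 0.0361 from limma), and Nppa, which encodes atrial natriuretic peptide, fell by 1.91 (SE 0.26, adjusted p = 0.048 from limma). Pgap6 fell by 2.54 with shYAP (SE 0.25, adjusted p = 0.0267 from limma) and differed by -3.08 with shTAZ (SE 0.25, adjusted p = 0.0568 from limma). The macrophage lysozyme gene Lyz2 differed by -6.83 with shTAZ (SE 0.61, adjusted p = 0.0568 from limma). At least 2-fold higher than scramble were 117 features with shYAP and 57 with shTAZ, 146 with either and 28 with both. At least 2-fold lower were 427 and 432, 495 with either and 364 with both. Of the 364 features lower with both, 320 (87.9%) were also at least 2-fold higher in scramble array 1 than in scramble array 2, which raises the scramble mean that both differences share. Across features the differences with shYAP and shTAZ had a Pearson r of 0.843, where features are not independent replicates and both differences share the scramble arrays. Independent lists of these sizes would share 0.301 higher and 8.34 lower features. Unchanged groups were built from the differences between replicates in 24 arrangements, some of them repeats, and set against 1 shared control. With the scramble spread for that control, as on the arrays, they shared 0 to 5 higher and 77 to 165 lower features, with r of 0.741 to 0.791. With the shYAP or shTAZ spread for it they shared 0 to 12 higher and 0 to 13 lower. The medians over all arrangements were 1.5 and 6, which mix these settings. With shYAP set against 1 scramble array and shTAZ against the other, 17 or 28 features were higher with both and 218 or 161 lower with both. Past limma, 71 features were higher and 47 lower with shYAP, and 0 were higher and 0 lower with shTAZ, where 1921 higher and 1263 lower had an unadjusted p under 0.05. With shYAP, 22 and 9 passed with the replicate number as a block, and 2 and 0 from the shYAP and scramble arrays alone. In a fit to all 14 arrays, the plan made before the data were examined, 250 and 318 passed with shYAP and 115 and 277 with shTAZ. Leaving out an array takes a residual degree of freedom from the fit, which by itself can end calls. Without scramble replicate 1 the counts past limma were 35 and 58 with shYAP and 17 and 130 with shTAZ, without scramble replicate 2 they were 832 and 1105 and 646 and 986, and without shYAP replicate 1 or 2 they were 0 and 0 with shYAP. The features changed by both numbered 16 higher and 178 lower without scramble replicate 1, and 86 and 618 without replicate 2.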

GO analyses showed that upregulated genes in the shYAP and shTAZ treatments were enriched for GO terms associated with cardiac function and development, while downregulated genes were enriched for GO terms associated with fibroblast signatures (cell migration, adhesion, and proliferation; Figures 3H and 3J). qRT-PCR analysis confirmed that inhibition of YAP and TAZ expression upregulated a panel of cardiac genes and significantly downregulated fibroblast and YAP/TAZ target genes, such as *Ctgf* and *Serpine1* (Figures 3K and 3L) (Dupont et al., 2011). Thus, inhibition of YAP/TAZ promoted cardiac reprogramming concomitant with suppression of fibroblast signatures, recapitulating the effect of soft substrate-mediated cardiac reprogramming.

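Sarcomere genes were higher as a group with shYAP (adjusted p = 4.69e-11 from camera, adjusted p = 0.44 with an estimated correlation) and with shTAZ (adjusted p = 3.63e-09, adjusted p = 0.436 with an estimated correlation), in comparisons where macrophage markers had medians of -3.04 with shYAP and -4.97 with shTAZ. Tnni1, a troponin I gene, rose by 1.96 on the log2 scale with shYAP (SE 0.13, n = 2 arrays per group, adjusted p = 0.0107 from limma). The nebulette gene Nebl rose by 1.71 (SE 0.15, adjusted p = 0.0223), Myh6 rose by 1.55 (SE 0.14, adjusted p = 0.023) and the titin gene Ttn rose by 1.53 (SE 0.20, adjusted p = 0.0456). With shTAZ, Nebl differed by 1.12 (SE 0.15, adjusted p = 0.0849 from limma), Myh6 by 1.06 (SE 0.14, adjusted p = 0.0849), the cardiac actin gene Actc1 by 0.96 (SE 0.13) and Tnni3 by 0.88 (SE 0.13). Of 24 sarcomere genes, 20 were higher with shYAP, with a median of 0.92, and 22 with shTAZ, with a median of 0.50. Of 22 genes for calcium handling and ion channels, 20 were higher with each shRNA, with medians of 0.39 and 0.37. Kcnd2 differed by 0.98 with shYAP (SE 0.24), Sln by 0.97 (SE 0.19) and Trdn by 0.92 (SE 0.15), and Pln differed by 1.94 with shTAZ (SE 0.29, adjusted p = 0.106 from limma). Also with shYAP, Cox7a1 rose by 1.20 (SE 0.10, adjusted p = 0.0223 from limma), the peroxisome proliferator coactivator gene Ppargc1a rose by 1.85 (SE 0.23, adjusted p = 0.0393) and the transcriptional coactivator gene Myocd rose by 1.30 (SE 0.15, adjusted p = 0.0361). Of 29 cell cycle genes, 20 were lower with shYAP and 21 with shTAZ, with medians of -0.11 and -0.09, and Pcna differed by -0.42 (SE 0.13) and -0.50 (SE 0.13). Genes of integrins and focal adhesions had a median of 0.04 with shYAP, where the test of the list pointed lower (adjusted p = 0.355 from camera, adjusted p = 0.722 with an estimated correlation). Their median was 0.14 with shTAZ (adjusted p = 0.667, adjusted p = 0.826 with an estimated correlation). The calcium list was also higher with shYAP and with shTAZ (adjusted p = 2.96e-06 from camera, adjusted p = 0.44 with an estimated correlation, and adjusted p = 1.1e-07, adjusted p = 0.463 with an estimated correlation). Skeletal muscle genes were higher with shYAP too, in 10 of 11 (median 0.40, adjusted p = 0.00942, adjusted p = 0.44 with an estimated correlation), with an adjusted p of 0.0638 without scramble replicate 2. The cell cycle list was lower (adjusted p = 0.0153, adjusted p = 0.526 with an estimated correlation, and adjusted p = 0.00444, adjusted p = 0.594 with an estimated correlation). In limma over all features 11 sarcomere genes were higher with shYAP and 0 with shTAZ, where 16 were higher and 1 lower at an unadjusted p under 0.05. When adjusted over the list alone, 18 were higher and 2 lower with shYAP and 15 higher and 1 lower with shTAZ. Without scramble replicate 2 the cell cycle list had an adjusted p of 0.111 with shYAP and 0.0711 with shTAZ, and without shTAZ replicate 2 it had one of 0.309.

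**Figure D2:**
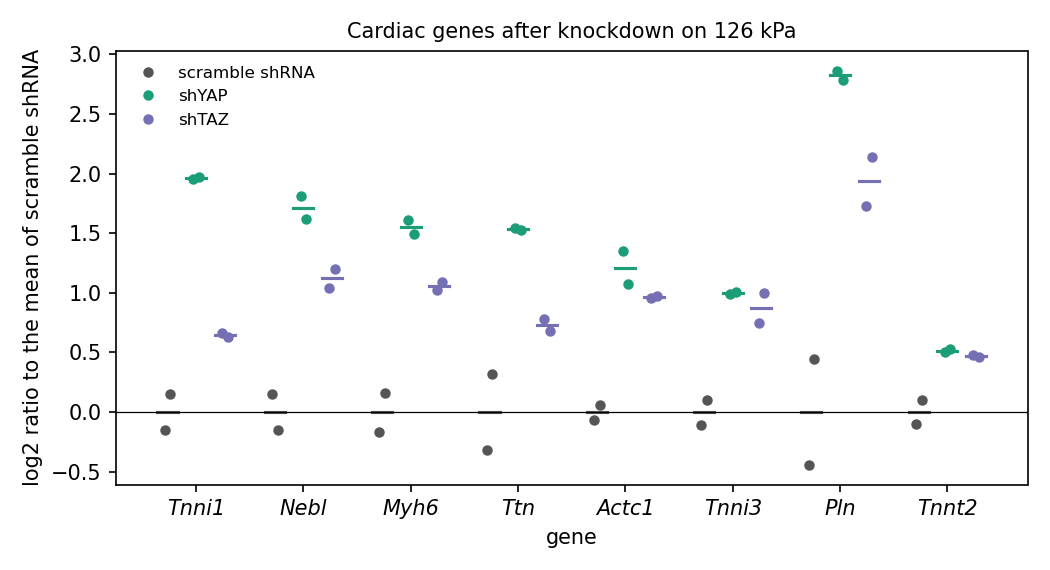
Log2 ratio of cardiac genes (Tnni1, Nebl, Myh6, Ttn, Actc1, Tnni3, Pln, Tnnt2) to the mean of scramble shRNA, with scramble shRNA, shYAP and shTAZ on 126 kPa hydrogels. Points are single arrays and bars are the means of 2 arrays; Myh6 lies at 1.55 with shYAP and at 1.06 with shTAZ.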

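Fibroblast identity genes did not pass as a group with either shRNA, and their direction depended on the scramble array. Col1a1 had a log2 difference of 0.09 with shYAP (SE 0.12, n = 2 arrays per group, adjusted p = 0.737 from limma) and of 0.21 with shTAZ (SE 0.12, adjusted p = 0.504 from limma). Thy1 had one of -0.02 with shYAP (SE 0.20, adjusted p = 0.971 from limma) and of -0.31 with shTAZ (SE 0.20, adjusted p = 0.533 from limma). Of 28 matrix genes, 21 were higher with shYAP, with a median of 0.13, and 20 with shTAZ, with a median of 0.20. Of 15 fibroblast identity genes, 12 were higher with shYAP, with a median of 0.23, and 9 with shTAZ, with a median of 0.14. Dpt differed by 1.44 with shYAP (SE 0.35) and S100a4 by -0.50 with shYAP (SE 0.10) and by -0.91 with shTAZ (SE 0.10, adjusted p = 0.0778 from limma). Of 24 YAP/TAZ target genes, 18 were lower with shYAP, with a median of -0.12, and 15 with shTAZ, with a median of -0.07. Ankrd1 differed by -0.85 with shYAP (SE 0.12, adjusted p = 0.0525 from limma) and Ccn2 by -0.67 (SE 0.13, adjusted p = 0.0947 from limma). With shTAZ, Myof differed by -0.70 (SE 0.11) and Ccn2 by -0.28 (SE 0.13). Tnnt2 differed by 0.51 with shYAP (SE 0.11, adjusted p = 0.109 from limma) and by 0.47 with shTAZ (SE 0.11, adjusted p = 0.166 from limma). Across features, the differences between 8 kPa and 126 kPa had a Pearson r of 0.168 with those of shYAP and of 0.279 with those of shTAZ, where features are not independent replicates. Without the features at least 2-fold higher in scramble array 1 than in array 2, r was 0.0052 and 0.129. Of the features at least 2-fold higher on 8 kPa, 41 of 70 were higher with shYAP and 49 of 70 with shTAZ, where 58.5% and 59.0% of all features were higher. Of those at least 2-fold lower on 8 kPa, 107 of 181 and 134 of 181 were lower, where 41.5% and 41.0% of all features were lower. When features that differ between the scramble arrays in this way were left out, 39 of 113 were lower with shYAP and 66 of 113 with shTAZ. The target list was lower as a group with shYAP (adjusted p = 5.23e-05 from camera, adjusted p = 0.44 with an estimated correlation) and with shTAZ (adjusted p = 0.0314, adjusted p = 0.704 with an estimated correlation). The fibroblast identity list did not pass (adjusted p = 0.155, adjusted p = 0.722 with an estimated correlation, and adjusted p = 0.604, adjusted p = 0.846 with an estimated correlation). Without scramble replicate 1 this list pointed lower with shYAP (adjusted p = 0.989) and with shTAZ (adjusted p = 0.131), and without scramble replicate 2 it was higher with both (adjusted p = 0.00237 and 0.0188). The matrix list had adjusted p = 0.233 with shYAP (adjusted p = 0.83 with an estimated correlation) and was higher with shTAZ (adjusted p = 0.0465, adjusted p = 0.785 with an estimated correlation), although it pointed lower without scramble replicate 1 (adjusted p = 0.925) and had an adjusted p of 0.259 without shTAZ replicate 1. With shYAP the matrix list pointed lower without scramble replicate 1 (adjusted p = 0.455) and was higher without replicate 2 (adjusted p = 0.00076). Without scramble replicate 2 the target list had an adjusted p of 0.197 with shYAP and pointed higher with shTAZ (adjusted p = 0.869), and its adjusted p was 0.159 without shTAZ replicate 2. When adjusted over the list alone, 6 target genes were lower with shYAP and 1 with shTAZ. The paper concludes that inhibiting YAP/TAZ enhances reprogramming, suppresses fibroblast signatures and resembles the effect of a soft substrate.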

### Activation of YAP/TAZ Suppresses Soft Substrate-Mediated Cardiac Reprogramming

To determine whether soft substrates promote cardiac reprogramming through inhibition of YAP/TAZ, we tested whether activation of YAP/TAZ could counteract the effect of soft ECM-mediated cardiac reprogramming. We overexpressed YAP-5SA and TAZ-4SA, which are constitutive active mutants of YAP and TAZ, in GHMT-transduced fibroblasts plated on soft substrates (8 kPa) (Dupont et al., 2011; Moroishi et al., 2016; Zhao et al., 2007). Western blot analyses confirmed that total YAP and TAZ protein expression was significantly upregulated in the cells transduced with YAP-5SA and TAZ-4SA, respectively, whereas phosphorylated YAP and TAZ expression was unaltered, indicating activation of YAP/TAZ signaling in nuclei with these mutants (Figures 4A, 4B, and S2B). FACS analyses demonstrated that activation of YAP/TAZ strongly decreased the induction of cTnT^+^ cells on 8 kPa hydrogels after 1 week (Figures 4C and 4D). Immunocytochemistry of αMHC-GFP and cTnT also demonstrated that overexpression of YAP-5SA and TAZ-4SA suppressed the induction of αMHC-GFP^+^ and cTnT^+^ cells after 4 weeks (Figures 4E–4G). Furthermore, expression of activated YAP/TAZ inhibited the generation of beating iCMs after 4 weeks, overriding the positive effects of soft ECM-mediated cardiac reprogramming (Figure S3A). Next, we performed the 5-ethynyl-2′-deoxyuridine (EdU) incorporation assay to determine cell proliferation during cardiac reprogramming. A 2-week pulse labeling with EdU demonstrated that almost all iCMs were post-mitotic and YAP-5SA and TAZ-4SA did not augment iCM proliferation (Figures S3B and S3C). 

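GHMT-transduced fibroblasts on 8 kPa hydrogels carried the active mutant YAP-5SA or TAZ-4SA, and 2 Clariom S Mouse arrays from independent cultures were run per group after 2 weeks. Sarcomere genes were lower with YAP-5SA than with TAZ-4SA in 21 of 24, with 3 higher (adjusted p = 3.02e-12 from camera, adjusted p = 0.344 with an estimated correlation, adjusted p = 0.0512 from fry). Myl7, an atrial myosin light chain gene, was lower by 2.50 on the log2 scale (SE 0.16, n = 2 arrays per group, adjusted p = 0.00666 from limma), and Myh6 was lower by 2.46 (SE 0.15, adjusted p = 0.00666). Actc1 was lower by 2.07 (SE 0.14, adjusted p = 0.0068), Myh7 by 2.02 (SE 0.17, adjusted p = 0.0109) and Pln by 1.63 (SE 0.18, adjusted p = 0.0219). Ptgs2 was higher with YAP-5SA by 2.50 (SE 0.14, adjusted p = 0.00659 from limma), the glucose transporter gene Slc2a3 by 2.73 (SE 0.22, adjusted p = 0.0109) and the integrin gene Itga3 by 1.17 (SE 0.16, adjusted p = 0.0379). Col1a1 differed by 0.07 (SE 0.16, adjusted p = 0.89 from limma). Past limma, 89 features were higher and 109 lower with YAP-5SA than with TAZ-4SA, against 465 and 416 without YAP-5SA replicate 1, 162 and 202 without YAP-5SA replicate 2, and 75 and 68 without TAZ-4SA replicate 2. The deposited values of these 4 arrays are log2 ratios to a reference that the files do not name, and 22127 features have values in all of them. The authors made these ratios apart from those of the other arrays, so YAP-5SA and TAZ-4SA were compared with each other by limma within their 4 arrays, and their differences from GHMT/8 kPa carry no test. Over features the SD of the values was 0.464 and 0.47 with YAP-5SA and 0.422 and 0.449 with TAZ-4SA.

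**Figure D3:**
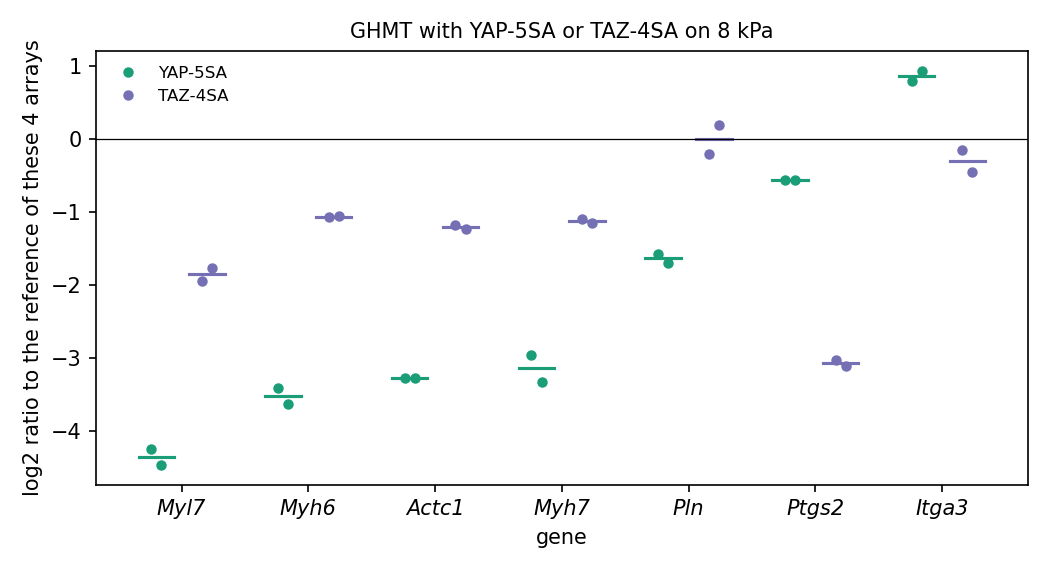
Log2 ratio of Myl7, Myh6, Actc1, Myh7, Pln, Ptgs2 and Itga3 in the YAP-5SA and TAZ-4SA arrays, relative to the reference of those 4 arrays. Points are single arrays and bars are the means of 2 arrays; Myh6 lies at -3.52 with YAP-5SA and at -1.06 with TAZ-4SA.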

We next examined whether overexpression of YAP-5SA and TAZ-4SA can globally counteract soft ECM-mediated gene regulation. 

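Postn, which lies at -1.67 on 8 kPa, had a log2 ratio of -0.09 with YAP-5SA (SD 0.37, n = 2) and of -0.26 with TAZ-4SA (SD 0.28, n = 2), each relative to the reference of its own arrays. C1qc, at -2.97 on 8 kPa, lay at -2.09 (SD 0.92) and -2.43 (SD 0.49). Of the 70 features at least 2-fold higher on 8 kPa than on 126 kPa, 59 (84.3%, 95% Wilson interval 74.0% to 91.0%) had a lower value with YAP-5SA than on 8 kPa and 57 (81.4%, 70.8% to 88.8%) with TAZ-4SA. Of the 181 features at least 2-fold lower on 8 kPa, 136 (75.1%, 68.4% to 80.9%) had a higher value with YAP-5SA and 129 (71.3%, 64.3% to 77.4%) with TAZ-4SA. Over all features 51.4% and 49.6% were lower with YAP-5SA and TAZ-4SA than on 8 kPa. The list and the comparison use the same 8 kPa arrays: when it was made from 1 of them and compared with the other, 88 of 127 or 94 of 129 higher features lay lower with YAP-5SA, and 156 of 221 or 167 of 241 lower features lay higher, with both 8 kPa arrays still relative to the same 126 kPa mean. In 100 simulations with no effect of a mutant, 73.2% of the higher and 63.6% of the lower features moved back. Of 1412 olfactory and vomeronasal receptor genes, the 70 with the highest values on 8 kPa were lower in 68 with YAP-5SA and 70 with TAZ-4SA. When they were ranked by 1 of the 8 kPa arrays, 65 or 66 of 70 were lower in the other 8 kPa array, and 44 or 40 of 70 were lower with YAP-5SA than in that other array. Relative to the reference of their own arrays, 53 of the 70 higher features lay above it with YAP-5SA and 56 with TAZ-4SA, and 158 and 147 of the 181 lower features lay below it. Whether the mutant and 8 kPa values share a reference is not settled, so these shares carry no test, and their intervals treat features as independent.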

Microarray analyses revealed that 53 and 56 out of 70 genes upregulated by 8 kPa hydrogels were suppressed, while 92 and 81 out of 106 downregulated genes were upregulated by the overexpression of YAP-5SA and TAZ-4SA, respectively (Figures 4H–4J); this suggests that transcriptional changes affected by soft ECM were largely mediated via suppression of YAP/TAZ signaling. These results indicate that soft ECM promotes cardiac reprogramming at least in part via suppression of YAP/TAZ signaling.

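Sarcomere genes lay below the reference of the mutant arrays. Over 24 sarcomere genes the median log2 ratio was -2.50 with YAP-5SA and -1.23 with TAZ-4SA, and 23 of the 24 lay below the reference with each mutant. Actc1 had a log2 ratio of -3.27 with YAP-5SA (SD 0.0018, n = 2) and of -1.20 with TAZ-4SA (SD 0.04, n = 2), and Tnnt2 had ratios of -1.04 (SD 0.32) and -0.56 (SD 0.03). Of 22 calcium handling and ion channel genes, 18 lay below the reference with YAP-5SA and 14 with TAZ-4SA, and Pln lay at -1.63 (SD 0.09) and at -0.0043 (SD 0.29). Atrial genes had medians of -0.32 and 0.029, with 6 and 3 of 8 below the reference, and ventricular genes had medians of -0.097 and 0.12, with 4 and 3 of 6 below it. The collagen gene Col1a1 lay at 0.61 with YAP-5SA (SD 0.16) and at 0.54 with TAZ-4SA (SD 0.12), and Thy1 at -0.50 (SD 0.06) and -0.51 (SD 0.19). Over 28 matrix genes the median was 0.31 with YAP-5SA and 0.48 with TAZ-4SA, and 6 of the 28 lay below the reference with each. Macrophage markers had medians of -1.93 and -2.48, with 19 and 20 of 20 below the reference. The sarcomere list was lower with YAP-5SA than with TAZ-4SA as a group (median difference -0.57, adjusted p = 3.02e-12 from camera, adjusted p = 0.344 with an estimated correlation). In limma over all features 9 of its members were lower and 1 higher (16 lower and 1 higher when adjusted over the list alone). YAP/TAZ target genes had medians of -0.024 with YAP-5SA and -0.30 with TAZ-4SA relative to the reference, with 12 and 16 of 24 below it. They were higher with YAP-5SA than with TAZ-4SA by a median of 0.34 (adjusted p = 0.000411 from camera, adjusted p = 0.344 with an estimated correlation). Among them were Nt5e at 1.12 (SE 0.18), F3 at 0.68 (SE 0.22), Ccn1 at 0.65 (SE 0.14) and Crim1 at 0.62 (SE 0.14), and when adjusted over the list alone 3 were higher. From the genes that move back with the mutants, the paper proposes that soft ECM acts on transcription largely through suppression of YAP/TAZ. Together with its flow cytometry, immunocytochemistry and counts of beating cells with the mutants, it concludes that this suppression accounts for at least part of the gain in reprogramming.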

**Figure 4:**
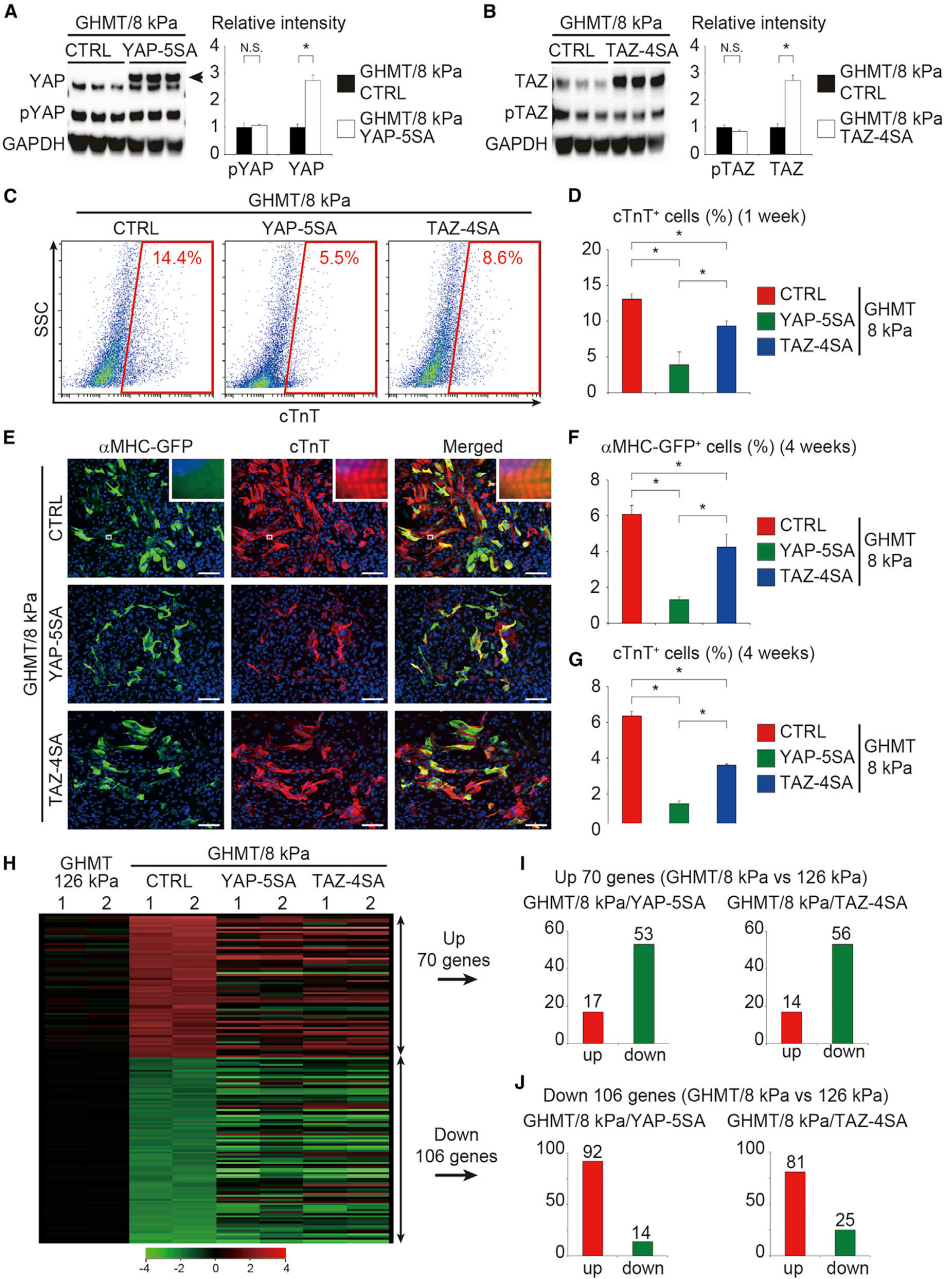
Activation of YAP/TAZ Inhibits Soft Matrix-Mediated Cardiac Reprogramming (A and B) Western blot analysis of total YAP and TAZ, pYAP, and pTAZ levels in GHMT-transduced fibroblasts treated with (A) YAP-5SA and (B) TAZ-4SA for 72 h (n = 3 independent triplicate experiments). Arrow indicates exogenous YAP expression. Relative intensity was normalized to the levels in GHMT-transduced fibroblasts cultured on 8 kPa hydrogels. (C and D) FACS analysis of cTnT expression after 1 week. GHMT-induced fibroblasts cultured on 8 kPa hydrogels were transduced with YAP-5SA and TAZ-4SA. YAP-5SA and TAZ-4SA suppressed the generation of iCMs. (D) Quantitative data; n = 3 independent triplicate experiments. (E–G) Immunocytochemistry of αMHC-GFP, cTnT, and DAPI after 4 weeks. High-magnification views, as insets, show sarcomeric organization. (F and G) Quantitative data; n = 3 independent triplicate experiments. (H–J) Heatmap of microarray data illustrating the global gene expression pattern of fibroblasts 2 weeks after transduction with GHMT on 126 kPa (GHMT/126 kPa), GHMT on 8 kPa (GHMT/8 kPa/CTRL), GHMT/YAP-5SA on 8 kPa (GHMT/8 kPa/YAP-5SA), and GHMT/TAZ-4SA on 8 kPa (GHMT/8 kPa/TAZ-4SA) hydrogels (n = 2 independent biological replicates). Gene expression changes induced by culturing on 8 kPa hydrogels were largely reversed by overexpression of (I) YAP-5SA and (J)TAZ-4SA. All data are presented as the means ± SD. ^∗^p < 0.05 versus the relevant control. Scale bars represent 100 μm.

### Integrin, Rho/ROCK, Actomyosin, and YAP/TAZ Signaling Are Suppressed in iCMs Cultured on Soft Substrates

We next investigated the upstream mechanotransduction pathway regulating YAP/TAZ activity in soft ECM-induced cardiac reprogramming. It has been reported that integrin receptors, Rho/Rho-associated protein kinase (ROCK), actomyosin organization, and YAP/TAZ signaling are activated when cells are cultured on hard substrates, yet are suppressed when cells are cultured on soft substrates (Dupont, 2016; Dupont et al., 2011). 

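Neither integrin genes of adherent cells nor those of leukocytes differed as a group past the test on 8 kPa hydrogels. Itgb2, which encodes the β2 subunit of leukocyte integrins, had a log2 difference (8 kPa minus 126 kPa) of -1.22 (SE 0.14, n = 2 arrays per group, adjusted p = 0.0823 from limma). Itgam, which encodes the αM partner of β2, also counts among the macrophage markers and was lower past the test. The remaining leukocyte integrin genes were Itgad at 0.48 (SE 0.24), Itgal at -0.22 (SE 0.24), Itgax at 0.07 (SE 0.15) and Itgb7 at 0.02 (SE 0.19). In adherent cells, Itgb3 differed by -0.87 (SE 0.16, adjusted p = 0.21 from limma), Itga8 by 0.70 (SE 0.14, adjusted p = 0.238 from limma), Itgbl1 by -0.54 (SE 0.14) and Itga11 by -0.49 (SE 0.14). Of 26 genes for integrins of adherent cells and focal adhesion proteins, 10 were higher and 16 lower, with a median of -0.06. As groups against all other features, leukocyte integrins had adjusted p = 0.0687 from camera (adjusted p = 0.582 with an estimated correlation). Adherent integrins and focal adhesion genes had adjusted p = 0.31 (adjusted p = 0.576 with an estimated correlation). In limma over all features Itgam passed among the leukocyte integrins (2 lower when adjusted over the list alone) and 0 of the 26 adherent integrin and focal adhesion genes passed, of which 3 were higher and 5 lower at an unadjusted p under 0.05.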

Consistent with this, microarray and qRT-PCR analyses revealed that genes related to integrin-mediated signaling and *Itgb2* were downregulated in GHMT-transduced cells cultured on 8 kPa hydrogels more than those on 126 kPa (Figures 2B and 2D). Furthermore, formation of phalloidin^+^ stress fibers (F-actin, activated actin) was disrupted in cells cultured on 8 kPa hydrogels, concomitant with a reduction of YAP/TAZ nuclear localization (Figure S4A). Thus, integrin signaling, actomyosin organization, and YAP/TAZ activity were suppressed during cardiac reprogramming by culturing the cells on 8 kPa soft ECM.

Next, to determine the role of integrin, Rho/ROCK, and actomyosin signaling in cardiac reprogramming, we treated GHMT-transduced fibroblasts on 126 kPa substrates with specific inhibitors of integrin signaling (RGDS peptide, PF-00562271), ROCK (Y-27632), and myosin II (blebbistatin). Inhibition of integrin signaling with RGDS peptide and PF-00562271 significantly increased the number of cTnT^+^ cells, as shown by FACS analysis (Figures 5A and 5B). Blebbistatin is a reversible inhibitor of all myosin II isoforms that are expressed in striated muscle (including CMs), smooth muscle, and non-muscle cells (including fibroblasts) (Yahalom-Ronen et al., 2015). Consistent with the critical function of Rho/ROCK and myosin II in cytoskeleton tension, both inhibitors disrupted phalloidin^+^ stress fibers and led to reduced YAP/TAZ nuclear localization in GHMT-transduced fibroblasts (Figures 5C and 5D). FACS analyses demonstrated that cTnT^+^ cells were significantly increased with the inhibitor treatment after 1 week, suggesting that inhibition of the Rho/ROCK and actomyosin pathways promotes cardiac reprogramming on 126 kPa and PS substrates (Figures 5E, 5F, S4B, and S4C). In contrast, these inhibitors did not significantly increase cardiac reprogramming on 8 kPa hydrogels, suggesting that the effects of these inhibitors are mainly dependent on matrix stiffness (Figures S4D and S4E). Inhibition of ROCK and myosin II for the first 2 weeks was sufficient to increase the generation of αMHC-GFP^+^ and cTnT^+^ cells and beating iCMs by ∼2- to 3-fold after 4 weeks on 126 kPa hydrogels (Figures 5G–5I). EdU assay showed that inhibition of ROCK and myosin II did not increase iCM proliferation (Figures S4F and S4G), suggesting that these inhibitors promoted cardiac reprogramming mainly by modifying the iCM differentiation process. Sustained blebbistatin treatment for 4 weeks suppressed the generation of beating iCMs, consistent with the fact that cardiomyocyte contraction requires active cardiac myosin II (Lyon et al., 2015; Yahalom-Ronen et al., 2015). Thus, transient blebbistatin treatment targeted non-muscle myosin II in fibroblasts and promoted cardiac reprogramming. These results suggest that inhibition of the integrin, Rho/ROCK, and actomyosin pathway promoted cardiac reprogramming with suppression of YAP/TAZ signaling.

**Figure 5:**
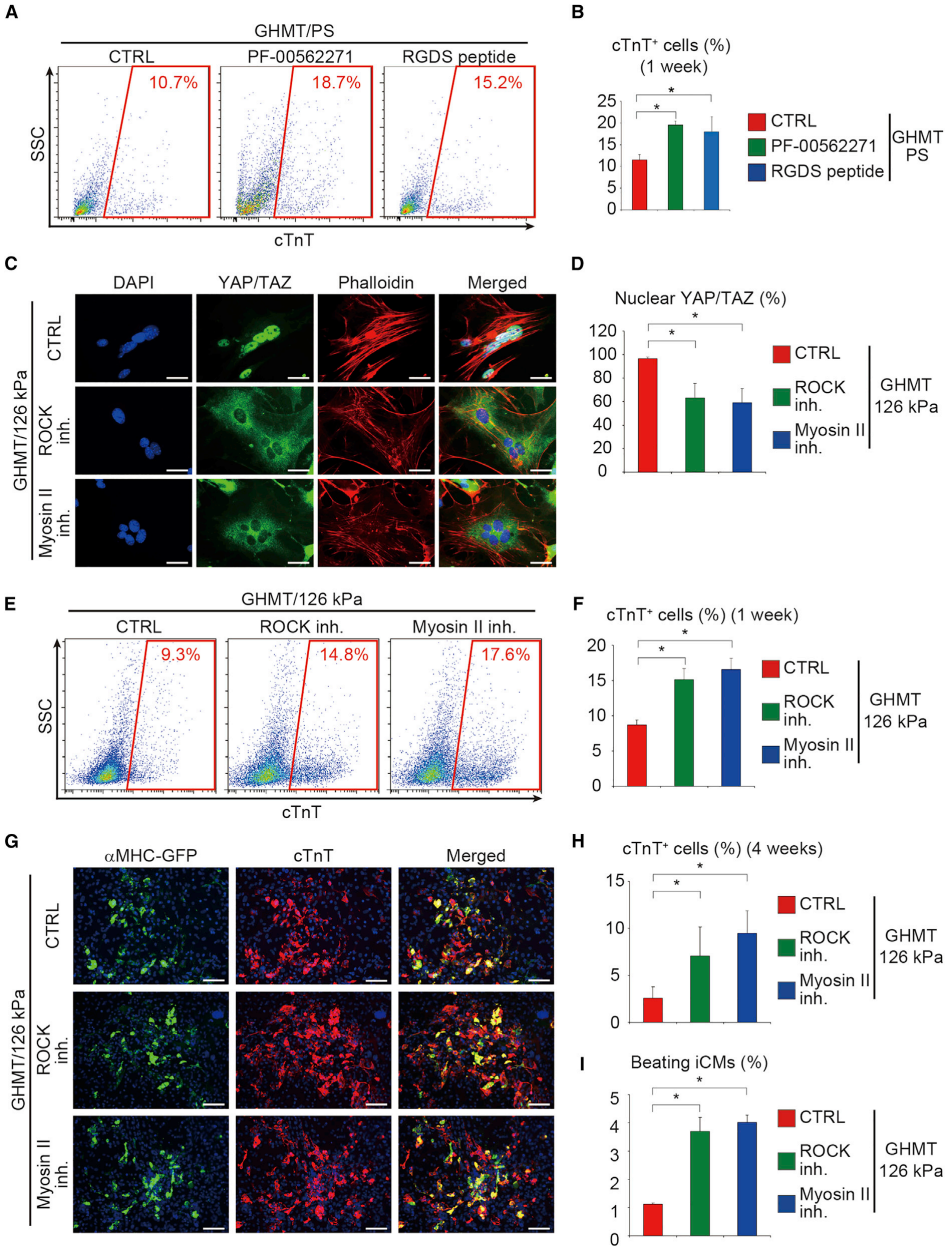
Inhibition of Integrin Signaling, ROCK, and Myosin II Promotes Cardiac Reprogramming on Rigid Substrates (A and B) FACS analysis of cTnT expression after 1 week of culture. GHMT-induced fibroblasts cultured on PS dishes were treated with integrin signaling inhibitors. (B) Quantification of data presented in (A); n = 3 independent triplicate experiments. (C and D) Immunocytochemistry of YAP/TAZ, phalloidin, and DAPI. GHMT-transduced fibroblasts were treated with ROCK and myosin II inhibitors, cultured on 126 kPa hydrogels, and analyzed 3 h after inhibitor treatment. (D) Quantitative data; n = 4 independent triplicate experiments. (E and F) FACS analysis of cTnT expression after 1 week. Cells were treated as described in (C). (F) Quantitative data; n = 3 independent triplicate experiments. (G and H) Immunocytochemistry of αMHC-GFP, cTnT, and DAPI after 4 weeks. The ROCK inhibitor Y-27632 was used to supplement the medium for 4 weeks, whereas the myosin II inhibitor blebbistatin was used to supplement the medium for the first 2 weeks. (H) Quantitative data; n = 3 independent triplicate experiments. (I) Quantitative data of the number of spontaneously beating cells after 4 weeks. Cells were treated as described in (C); n = 4 independent triplicate experiments. All data are presented as the means ± SD. ^∗^p < 0.05 versus the relevant control. inh, inhibitor. Scale bars represent 20 μm (C), 100 μm (G).

### Inhibition of Rho/ROCK and Actomyosin Promotes Cardiac Reprogramming via Suppression of YAP/TAZ

Next, to investigate whether inhibition of Rho/ROCK and actomyosin promotes cardiac reprogramming through suppression of the downstream targets YAP/TAZ, we asked whether constitutive activation of YAP/TAZ overrides the positive effects of ROCK or myosin II inhibitor-induced cardiac reprogramming. FACS analyses demonstrated that expression of activated YAP and TAZ suppressed the generation of cTnT^+^ cells in either ROCK or myosin II inhibitor-treated cells on 126 kPa after 1 week (Figures 6A–6D). Immunocytochemistry also demonstrated that activation of YAP or TAZ suppressed ROCK or myosin II inhibitor-mediated cardiac reprogramming after 4 weeks (Figures 6E, 6F, 6H, and 6I). Consistently, the number of beating iCMs was also reduced after transduction with YAP-5SA or TAZ-4SA, overriding the positive effects of ROCK and myosin II inhibitors on cardiac reprogramming (Figures 6G and 6J). Expression of the constitutively active YAP/TAZ also inhibited cardiac reprogramming of fibroblasts cultured on 8 kPa hydrogels and treated with ROCK and myosin II inhibitors (Figures S5A–S5J). These results demonstrate that inhibition of the Rho/ROCK and actomyosin pathways promotes cardiac reprogramming via suppression of YAP/TAZ.

**Figure 6:**
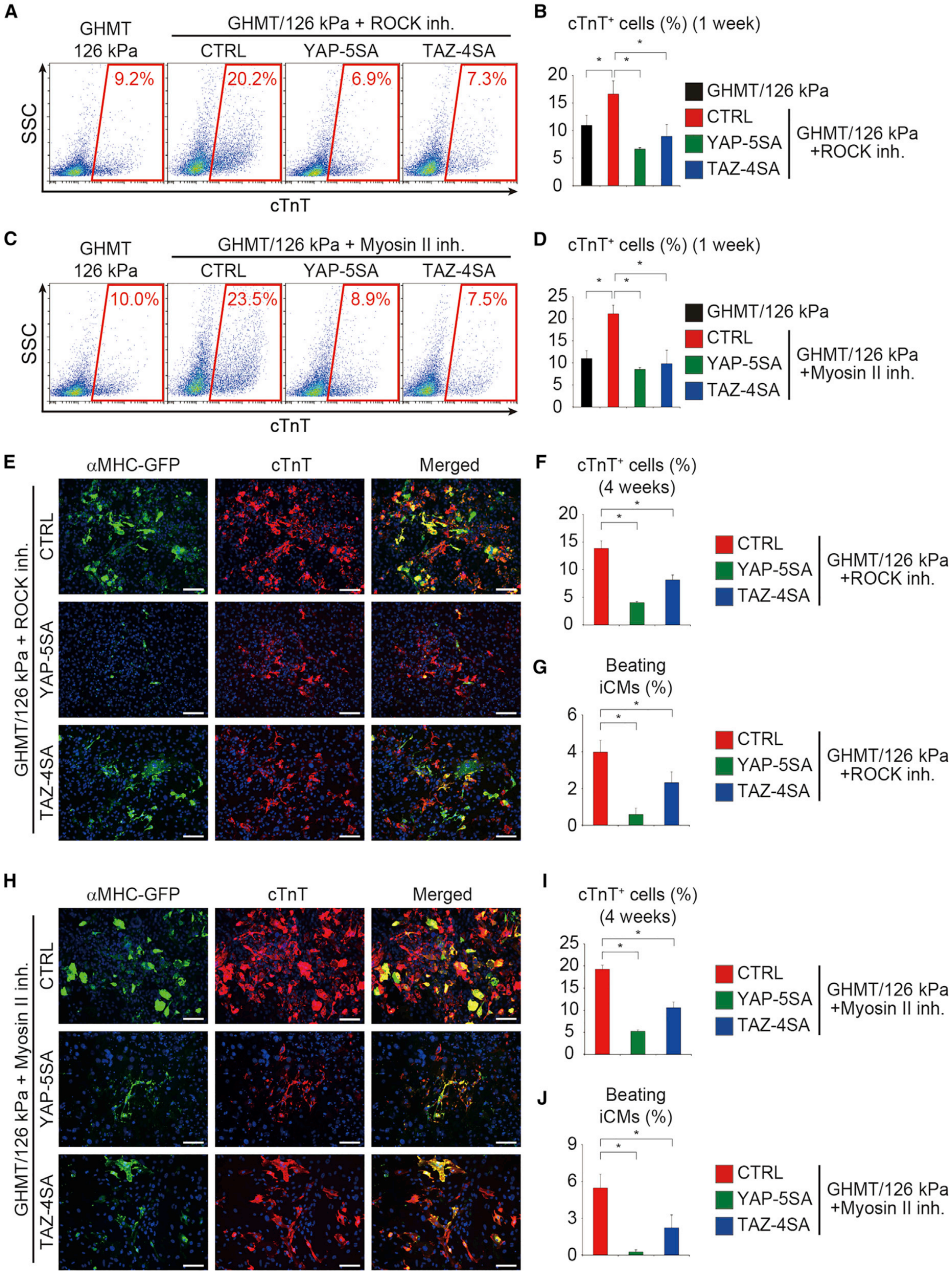
Activation of YAP/TAZ Abolished the Effects of ROCK and Myosin II Inhibitors on Cardiac Reprogramming (A and B) FACS analysis of cTnT expression after 1 week. GHMT-transduced cells cultured on 126 kPa hydrogels and treated with ROCK inhibitor were transduced with YAP-5SA and TAZ-4SA. Activation of YAP/TAZ suppressed ROCK inhibitor-mediated cardiac reprogramming. (B) Quantitative data; n = 3 independent triplicate experiments. (C and D) FACS analysis of cTnT expression after 1 week. GHMT-transduced cells cultured on 126 kPa hydrogels and treated with myosin II inhibitor were transduced with YAP-5SA and TAZ-4SA. Activation of YAP/TAZ suppressed myosin II inhibitor-mediated cardiac reprogramming. (D) Quantitative data; n = 3 independent triplicate experiments. (E, F, H, and I) Immunocytochemistry of αMHC-GFP, cTnT, and DAPI after 4 weeks. GHMT-fibroblasts cultured on 126 kPa hydrogels and treated with ROCK inhibitor for 4 weeks (E and F) and myosin II inhibitor for first 2 weeks (H and I) were transduced with YAP-5SA and TAZ-4SA. (F and I) Quantitative data; n = 3 independent triplicate experiments. (G and J) Quantitative data of the number of spontaneously beating cells after 4 weeks (n = 4 independent triplicate experiments). Activation of YAP/TAZ suppressed ROCK (G) and myosin II inhibitor (J)-mediated cardiac reprogramming. All experiments were performed on 126 kPa hydrogels. All data are presented as the means ± SD. ^∗^p < 0.05 versus the relevant control. Scale bars represent 100 μm.

### Soft ECM Promoted Sendai Virus Vector-Mediated Cardiac Reprogramming via Suppression of YAP/TAZ

Thus far, we demonstrated that soft ECM and suppression of YAP/TAZ promoted cardiac reprogramming induced by the retroviral vectors expressing GHMT. It has been reported that Sendai virus (SeV) vectors reprogrammed fibroblasts on rigid PS dishes into integration-free iCMs more efficiently than the pMX retrovirus vectors (Miyamoto et al., 2018). Therefore, to test the universality of soft substrate effects and YAP/TAZ signaling on cardiac reprogramming, we investigated whether 8 kPa soft ECM would promote cardiac reprogramming using the SeV vector system expressing GMT (SeV-GMT). We found that, on PS dishes, SeV-GMT induced a higher number of spontaneously beating iCMs than pMX-GMT, and the 8 kPa substrate further increased the SeV-mediated cardiac reprogramming efficiency up to ∼15% (Figure 7A). Immunocytochemistry also demonstrated that, on PS dishes, SeV-GMT generated more α-actinin^+^ cells than pMX-GMT, and this increase was further enhanced by culturing on soft ECM (Figures 7B and 7C). Western blotting confirmed that fibroblasts cultured on 8 kPa hydrogels and infected with SeV-GMT had higher GMT protein levels than the cells infected with pMX-GMT. The total and phosphorylated YAP and TAZ protein expression was suppressed in both groups compared with the cells on PS dishes (Figures 2E and 7D). Next, to determine whether soft ECM promoted SeV-GMT-mediated cardiac reprogramming by suppressing YAP/TAZ, we overexpressed YAP-5SA and TAZ-4SA in SeV-GMT-transduced fibroblasts plated on 8 kPa hydrogel. After 4 weeks, constitutively active YAP/TAZ inhibited the generation of beating iCMs, overriding the positive effects of soft ECM-mediated cardiac reprogramming by SeV-GMT (Figure 7E). Immunocytochemistry for α-actinin further confirmed that overexpression of YAP-5SA and TAZ-4SA suppressed the generation of iCMs (Figures 7F and 7G). Therefore, soft ECM promoted SeV-GMT-mediated cardiac programming by suppressing YAP/TAZ signaling.

**Figure 7:**
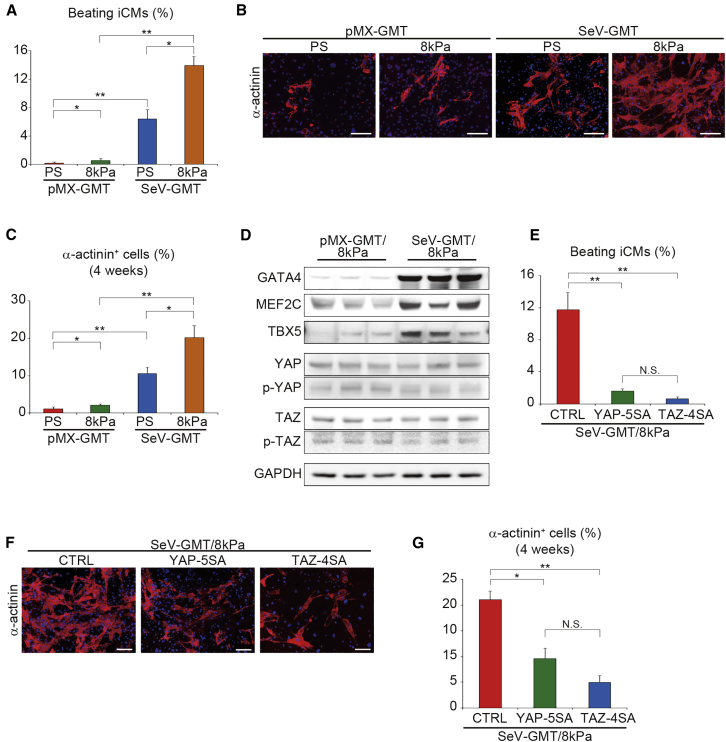
Soft Matrix Promoted SeV-Mediated Cardiac Reprogramming via YAP/TAZ Suppression (A) Quantification of the spontaneously beating iCMs after 4 weeks of culture (n = 4 independent triplicate experiments). Fibroblasts were seeded on PS or 8 kPa hydrogels and transduced with pMX-GMT or SeV-GMT. Soft substrate enhanced SeV-mediated cardiac reprogramming. (B) Immunocytochemistry of α-actinin and DAPI after 4 weeks. Cell were treated as shown in (A). (C) Quantification of data presented in (B); n = 3 independent triplicate experiments. (D) Western blot analysis for GMT, YAP/TAZ, and pYAP/pTAZ protein expression in pMX-GMT or SeV-GMT-transduced fibroblasts cultured on 8 kPa hydrogels; n = 3 independent biological replicates. (E) Quantification of the number of spontaneously beating cells after 4 weeks; n = 4 independent triplicate experiments. Activation of YAP/TAZ suppressed SeV-mediated cardiac reprogramming. (F) Immunocytochemistry of α-actinin and DAPI after 4 weeks. (G) Quantification of data presented in (F); n = 3 independent triplicate experiments. All data are presented as the mean ± SD. ^∗^p < 0.05; ^∗∗^p < 0.01 versus the corresponding control. Scale bars represent 100 μm.

## Discussion

We developed a Matrigel-based hydrogel culture system that recapitulates the stiffness of native tissues to dissect the role of biophysical cues in cardiac reprogramming. Our results demonstrated, for the first time, that soft matrices comparable with native myocardium improved cardiac reprogramming by suppressing the YAP/TAZ signaling and silencing fibroblast gene programs, which were activated by conventional culture on rigid substrates. Thus, we identified a new link between mechanobiology and direct cardiac reprogramming, which may advance our understanding of cellular biology and optimize biomaterials for clinical translation.

Previous *in vitro* cardiac reprogramming studies mostly used PS dishes, which were much stiffer than native myocardium (Addis et al., 2013; Ieda et al., 2010; Ifkovits et al., 2014; Jayawardena et al., 2012; Mohamed et al., 2017; Muraoka et al., 2014; Sadahiro et al., 2015; Song et al., 2012; Srivastava and Ieda, 2012; Wada et al., 2013; Yamakawa et al., 2015; Zhao et al., 2015; Zhou et al., 2015). Thus, our hydrogel culture system was necessary for identifying optimal matrix stiffness and revealing the roles of biophysical factors in cardiac reprogramming. The preferred modulus for cardiac reprogramming identified—8 kPa—is near the value of the elastic modulus of adult rat heart (∼10 kPa) (Berry et al., 2006; Engler et al., 2008; Herum et al., 2017), perhaps indicating that physiologically relevant substrate is most appropriate for cardiac reprogramming. Indeed, softer substrates (1–2 kPa) detached the GHMT-transduced iCMs from culture dishes, whereas harder substrates (∼100 kPa) suppressed cardiac reprogramming via activation of YAP/TAZ and fibroblastic programs (Herum et al., 2017). We anticipate that our culture system will be equally useful in identifying optimal elasticity and key factors for other direct lineage conversions from fibroblasts, such as hepatocytes, neurons, and chondrocytes (Sadahiro et al., 2015; Srivastava and DeWitt, 2016).

Mechanistically, we found that soft substrates promoted cardiac reprogramming, at least in part, through inhibition of integrin, Rho/ROCK, actomyosin, and YAP/TAZ signaling and subsequent suppression of fibroblast programs. We also found that the canonical Hippo/LATS cascade does not appear to be involved in regulating YAP/TAZ activity in soft ECM-mediated cardiac reprogramming. Nuclear YAP/TAZ form complexes with the major transcription factor partner TEADs (the TEAD/TEF family transcription factors) to coactivate gene expression (Lin et al., 2017). Consistent with our results, a recent genome-wide study revealed that chromatin signatures at TEADs-binding loci rapidly changed from open to closed status during cardiac reprogramming (Stone et al., 2019), suggesting that the YAP/TAZ and TEADs pathway is suppressed during cardiac reprogramming. The experiments using SeV vectors revealed that soft ECM improved the efficiency of cardiac reprogramming up to ∼15%, in part by suppressing YAP/TAZ, demonstrating the universality of the effects of soft ECM and YAP/TAZ signaling on cardiac reprogramming. Robust transgene expression also contributed to the efficient cardiac reprogramming using the SeV vectors, suggesting that the balance between the cardiogenic and fibroblast programs determines the efficiency of cardiac reprogramming. It is also possible that mechanical stimulation, actomyosin tension, and Rho/ROCK signaling regulate cardiac reprogramming not only via YAP/TAZ but also through other mechanisms, including myocardin-related transcription factors/serum response factor (SRF) and epigenetic remodeling (Crowder et al., 2016; Dupont et al., 2011; Olson and Nordheim, 2010; Sia et al., 2016). Further studies may provide new insights into the mechanism of iCM generation and improve the efficiency and quality of cardiac reprogramming.

A recent paper showed that, compared with GMT alone, delivery of small molecules (transforming growth factor β and Wnt inhibitors) in the presence of GMT improved *in vivo* cardiac reprogramming and enhanced cardiac repair after MI in mice (Mohamed et al., 2017). The stiffness of infarcted myocardium becomes several-fold harder (∼50 kPa) than healthy myocardium due to the accumulation of newly synthesized ECM and fibrosis (Berry et al., 2006; Engler et al., 2008). Our results suggest that a matrix stiffer than 8 kPa may inhibit cardiac reprogramming. Thus, it would be interesting to determine whether inhibition of Rho/ROCK-actomyosin-YAP/TAZ signaling and fibrolytic treatment may promote cardiac reprogramming *in vivo* and improve cardiac function after MI.

In summary, we developed a Matrigel-based hydrogel culture system to determine the effects of physical cues and mechanotransduction on cardiac reprogramming. Recapitulating *in vivo* environments using biomaterials will allow for identification of new targets to advance cardiac reprogramming technology toward clinical applications.

## Experimental Procedures

### Matrigel-Based Hydrogel Culture System

Polyacrylamide gel solutions were prepared with different concentrations of acrylamide (AAm; 00809-85; Nacalai Tesque, Kyoto, Japan) and N,N′-methylenebisacrylamide (BIS; 22402-02; Nacalai Tesque) to vary elasticity(Yip et al., 2013). For conjugation of Matrigel (356230; Corning Inc., Corning, NY) components, 6-acrylamidohexanoic acid (ACA; A1896; Tokyo Chemical Industry, Tokyo, Japan) solution (500 mM, pH 7) was added to the AAm-BIS mixture to a final concentration of 100 mM. AAm and BIS concentrations and the corresponding Young's modulus are shown in Table S3. Polymerization was initiated with 0.05% ammonium peroxodisulfate (APS; 02627-21; Nacalai Tesque) and catalyzed with 0.2% N,N,N′,N′-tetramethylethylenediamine (TEMED; 33401-72; Nacalai Tesque). The polymerizing solutions (1 mL) were gently poured into the gap of slide glasses (76 mm × 52 mm; S092240; Matsunami; Osaka, Japan) spaced with a 0.3-mm silicone membrane (SR-50; Tigers Polymer Association, Osaka, Japan). After polymerization, the gels were fully hydrated in 0.1 M 2-(N-morpholino) ethanesulfonic acid (MES) buffer (pH 6.1; 21623-26; Nacalai Tesque) overnight. Next, the gels were cut to the same size as PS dish bottoms. To conjugate the Matrigel components to the gel surface, carboxyl groups of the copolymerized ACA were activated with 0.5 M N-hydroxysuccinimide (NHS; 18948-44; Nacalai Tesque) and 0.2 M 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide hydrochloride (EDAC; 346-03632; Wako) in 0.1 M MES buffer (pH 6.1) for 30 min at room temperature, washed with cold 60% methanol/PBS for 2 h at 4°C, and reacted overnight with 0.05 mg/mL Matrigel diluted in PBS at 4°C. After washing three times with cold PBS overnight at 4°C, the gels were placed on the bottom of PS dishes and exposed to UV light in a sterile hood for 30 min, during which the gels were tightly attached to the dish bottoms. Before plating the cells, gel-attached dishes were equilibrated in DMEM supplemented with 10% fetal bovine serum for at least 30 min at 37°C. Conventional PS dishes were coated with Matrigel according to manufacturer's instructions.

### Data and Code Availability

The data that support the findings of this study are available from the corresponding author upon request. The microarray data reported in this paper have been uploaded to the NCBI GEO under the accession number GSE125811.

## Author Contributions

S.K., T. Sadahiro, and M. Ieda designed the experiments. S.K., T. Sadahiro, R.F., H.T., H.Y., F.T., M. Isomi, H.K., Y.Y., Y.A., Y.M., T.A., and N.M. carried out the experiments. S.K., T. Sadahiro, I.H., T. Suzuki, and K.F. analyzed the data. S.K., T. Sadahiro, and M. Ieda wrote the paper.

## Conflicts of Interests

S.K. is the employee of Otsuka Pharmaceutical Co., Ltd. I.H. is the employee of Canon Inc. M. Ieda holds a patent related to this work: U.S. Patent 9,517,250 entitled “Methods for Generating Cardiomyocytes,” issued on October 19, 2012. Inventors: Deepak Srivastava and Masaki Ieda.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Tables S1–S3

Document S2. Article plus Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

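RNA of GHMT-transduced mouse embryonic fibroblasts was measured 2 weeks after transduction on 14 Clariom S Mouse arrays, 2 from independent cultures for each of 7 groups. The groups were GHMT/126 kPa, GHMT/8 kPa, GHMT on 126 kPa with scramble shRNA, shYAP or shTAZ, and GHMT on 8 kPa with YAP-5SA or TAZ-4SA. The authors processed the scans with Affymetrix Expression Console (version 1.4). The deposited values are log2 ratios, made by the authors separately for 3 sets of arrays. In the set of GHMT/126 kPa and GHMT/8 kPa, the ratio of every feature is to the mean of GHMT/126 kPa, and in the shRNA set it is to the mean of scramble shRNA. The authors' reference for the YAP-5SA and TAZ-4SA set is not stated, and the values do not settle it. Over 1412 olfactory and vomeronasal receptor genes, the 8 kPa arrays had r of 0.168 to 0.268 with the mutant arrays. With the shRNA arrays r was -0.054 to 0.027. The positive r argues against the mean of GHMT/8 kPa as the reference, which would give a negative r. Its covariance, 0.0151 to 0.0259, was below the 0.0527 between the 8 kPa arrays, which share the 126 kPa mean. As the deposited ratios carry no signal level, no filter on dim features was applied and the signal over background was not analysed here.

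Of 22206 features other than controls, 19572 carry 1 gene symbol and 2634 carry none. Tests used the features with a value in every array of a set: 22206 for stiffness, 22122 for the shRNAs and 22127 for the mutants. A difference is the mean of the 2 arrays of one group minus the mean of the 2 arrays of the other, in log2, and its SE comes from the moderated variance of limma 3.58.1 (R 4.3.3). The fit was made within each set, whereas the plan made before the data were examined had 1 fit to all 14 arrays. That plan was left once the values proved to be ratios made in 3 sets, with a reference that is not stated for the mutants, before any count of genes was seen, and the 14-array fit is reported as an alternative. The gene comparisons were 8 kPa with 126 kPa, shYAP and shTAZ with scramble shRNA, shYAP with shTAZ, and YAP-5SA with TAZ-4SA. Scramble shRNA was not compared with GHMT/126 kPa, as their ratios have different references. YAP-5SA and TAZ-4SA were set against GHMT/8 kPa by values and counts only, because it is not settled whether they share a reference. A feature passes at a Benjamini-Hochberg adjusted p under 0.05 over the features tested, and a 2-fold change is a difference of at least 1 in log2 between group means.

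Gene groups were compared with all other features by camera (limma) with a preset correlation of 0.01, adjusted over 28 lists. Camera with a correlation estimated from the data and the rotation test fry were the alternatives. With an estimated correlation, camera draws on the residual degrees of freedom of the fit, 2 or 3 here, and 0 of 28 lists passed in any comparison. On 8 kPa the glycolysis list had an estimated correlation of -0.039, yet its unadjusted p from camera went from 8.72e-06 to 0.0413. A failure there thus says little about a list. In the shRNA set, however, the estimated correlation was 0.89 for macrophage, 0.66 for matrix and 0.31 for sarcomere genes. Where it is that high, p-values with the preset can be much too small. Fry asks whether a list changed at all, not whether it changed more than all other features. The lists were written from general knowledge of gene function, as no gene ontology table was used here, and a gene stands for its list only where the array has a feature with that symbol. Results for some of the genes and lists tested are not reported here. Lists share members: Itgam stands among macrophage markers and leukocyte integrins, Myl4 and Myl7 among sarcomere and atrial genes, and Myh7, Myl2 and Myl3 among sarcomere and ventricular genes. Genes named in the text are those the article names, the 10 with the largest difference in each direction among those past the test and 2-fold changed with 1 sign in all 4 differences between single arrays, filled up to 5 by the smallest p where fewer passed, and up to 4 members of each list with the largest difference. Genes outside this rule were chosen after their values were seen. A share of features is given with its 95% Wilson interval. The interval treats features as independent, although they come from the same arrays, so it measures no variation between cultures.

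Alternatives set before the data were examined were the centring of each array on its median, each array left out in turn, the replicate number as a block, array weights, the fit to only the groups compared, 4 other rules for 2-fold genes, and the scramble and 8 kPa arrays split between the comparisons that share them. The 14-array fit, planned as the main fit, was kept as an alternative. Added after the data were seen were the removal of features at least 2-fold higher in scramble array 1 than in scramble array 2, the removal of receptor genes, and 3 kinds of rule for 2-fold genes on 8 kPa that were tried while the article's counts were being traced. Of the planned choices, quantile normalization across arrays, filters on dim features and a mean-variance trend were not run because ratios hold no signal level. A slide batch and another background correction were not run for want of scan information and probe intensities. With groups of 2 arrays, no search for outlying arrays and no regrouping of arrays was made.

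The procedure was tested on simulated data in which 200 features changed. The noise was normal, independent between features, and had the moderated variance of each feature in its set. Of 100 features changed by 1 in log2, 56 were called in the stiffness design, 90 in each comparison of an shRNA with scramble, 86 between the shRNAs and 98 between the mutants. Of 100 changed by 2, 97 to 100 were called in the 5 designs. Between 12 and 18 unchanged features were called per design. Moderated variances vary less between features than the observed ones, so these rates can overstate the power on the arrays. With shTAZ, 57 features were 2-fold higher and 432 lower on the arrays, and 0 passed. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The article's qRT-PCR, imaging and flow cytometry were not analysed here.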

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

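The tests below were chosen after the results were seen, apart from the test of interferon genes between the scramble arrays, whose bounds were written first and whose reading against the spread was chosen later. The article does not discuss macrophage genes, and on these arrays their list passed camera in all 5 comparisons. With an estimated correlation it passed in none of them, but that test rests on 2 or 3 residual degrees of freedom, and 0 of 28 lists passed it in any comparison. The estimated correlation among the markers was 0.026 on 8 kPa, 0.89 in the shRNA set and 0.72 between the mutants. The preset of 0.01 lies far below the values for the shRNAs and the mutants, so its p-values there can be much too small. The list passed fry on 8 kPa (adjusted p = 0.0129 from fry) but not with shYAP (0.125) or shTAZ (0.0957). Of 20 markers of macrophages and leukocytes, all were lower on 8 kPa than on 126 kPa, with a median log2 difference of -1.34 (adjusted p = 1.19e-30 from camera, adjusted p = 0.249 with an estimated correlation), and all were lower with shYAP and with shTAZ than with scramble shRNA, with medians of -3.04 and -4.97. C1qa differed by -3.78 with shYAP (SE 0.79, n = 2 arrays per group, adjusted p = 0.106 from limma), Cybb by -3.64 (SE 0.83) and C1qc by -3.41 (SE 0.90). With shTAZ, Mrc1 differed by -6.74 (SE 1.14) and Spi1 by -6.28 (SE 0.76). In limma over all features 0 of these markers passed with either shRNA, where 19 and 20 had an unadjusted p under 0.05, and 19 and 20 were lower when adjusted over the list alone. The list was lower in camera with shYAP (adjusted p = 2.07e-15, adjusted p = 0.44 with an estimated correlation) and with shTAZ (adjusted p = 7.13e-27, adjusted p = 0.436 with an estimated correlation). All 20 markers were higher with shYAP than with shTAZ (median 1.63, adjusted p = 4.09e-08 from camera, adjusted p = 0.587 with an estimated correlation) and with YAP-5SA than with TAZ-4SA (median 0.56, adjusted p = 0.00342, adjusted p = 0.731 with an estimated correlation). Between the mutants the list pointed lower without YAP-5SA replicate 2 (adjusted p = 0.263) and had an adjusted p of 0.12 without TAZ-4SA replicate 2.

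The scramble arrays, which had no knockdown, differed from each other in the same 20 markers by a median of 2.17, with scramble array 1 higher in 20 of 20, so macrophage transcripts varied between cultures apart from any shRNA. That difference is smaller than the fall with shTAZ, and with 2 cultures per group an effect of the shRNAs and a difference between cultures cannot be told apart. The 126 kPa arrays differed from each other by a median size of 0.176 in these markers, but 1 difference between 2 cultures does not bound the variation between cultures. The scramble cultures, also GHMT on 126 kPa, differed by 2.17, which is larger in size than the median of -1.34 on 8 kPa. With 2 cultures per stiffness, a difference between cultures or batches of cells stays open there too. Lower survival or attachment of macrophages on soft gels or after knockdown is a biological possibility that was not tested.

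Sarcomere genes were higher with shYAP, with a median of 0.92, while macrophage transcripts were lower. If a smaller share of macrophage RNA raised all other transcripts alike, matrix genes would have risen as much. The 28 matrix genes had a median of 0.13, which lies 0.79 below that of the sarcomere genes, against an SD of 0.238 among the matrix genes. The matrix genes thus did not rise as the sarcomere genes did. This does not exclude dilution, because a fall of matrix genes with shYAP could offset such a rise. The SD among genes also measures no variation between cultures. Between the scramble arrays the matrix list differed by a median of -0.34, and its direction with shYAP turned without scramble replicate 1. Skeletal muscle genes were also higher with shYAP, in 10 of 11 (median 0.40, adjusted p = 0.00942 from camera, adjusted p = 0.44 with an estimated correlation), with an adjusted p of 0.0638 without scramble replicate 2. A change of muscle genes, not of cardiac genes alone, with YAP knockdown may underlie the difference, as a hypothesis found and tested on the same arrays, and a difference between cultures stays open.

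The features that are 2-fold changed on 8 kPa moved back with YAP-5SA and TAZ-4SA, and the list and the comparison use the same 8 kPa arrays. Of the 70 olfactory and vomeronasal receptor genes with the highest values on 8 kPa, which were not chosen for a response, 68 were lower with YAP-5SA, against 59 of the 70 features of the list. This outcome is nearly fixed by the ranking: of the 70 receptor genes highest in 1 of the 8 kPa arrays, 65 or 66 were lower in the other, which had no mutant, and 44 or 40 were lower with YAP-5SA than in that other array, where all 8 kPa values share the 126 kPa mean. In simulations with no effect of a mutant, 73.2% of the higher and 63.6% of the lower features moved back. The shares on the arrays were 84.3% (95% Wilson interval 74.0% to 91.0%) and 75.1% (68.4% to 80.9%) with YAP-5SA, and 81.4% (70.8% to 88.8%) and 71.3% (64.3% to 77.4%) with TAZ-4SA. Without the features 2-fold higher in scramble array 1 than in array 2, 91.2% and 92.9% of the lower features moved back with YAP-5SA and TAZ-4SA. The simulated shares are for the whole lists. Selection of extreme values may thus account for part of the return, and whether the mutants add to it stays open. The intervals treat features as independent, the simulations rest on an assumed spread and the reference of the mutant arrays is not known.

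Interferon genes, which the article does not discuss, were lower with both shRNAs, with medians of -1.03 with shYAP and -0.70 with shTAZ over 23 genes. Irf7, which encodes an interferon regulatory factor, fell by 1.63 with shYAP (SE 0.14, n = 2 arrays per group, adjusted p = 0.0223 from limma) and Rtp4 fell by 1.76 (SE 0.20, adjusted p = 0.0353 from limma), while Oas1a differed by -1.49 with shTAZ (SE 0.25) and Mx1 by -1.37 (SE 0.29). In camera the list was lower with shYAP (adjusted p = 1.35e-15, adjusted p = 0.165 with an estimated correlation) and with shTAZ (adjusted p = 1.19e-12, adjusted p = 0.249 with an estimated correlation), and 4 genes passed limma over all features with shYAP and 0 with shTAZ (11 lower at an unadjusted p under 0.05), and 15 and 10 when adjusted over the list alone. Between the scramble arrays the same genes differed by a median of -0.196, with an SD of 0.868 among genes and 9 of 23 higher in the array with more macrophage transcripts, which goes against the direction that macrophage content would give. The bound written first, a difference in the other direction, was thus met in sign, but a further rule, chosen after the values were seen, that it be met by more than the SD among genes was not. Whether these genes follow macrophage content is left open.

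The mutants and the shRNAs differed from each other. Between YAP-5SA and TAZ-4SA, 198 features passed limma and the sarcomere genes had a median difference of -0.57, with Myl7, Myh6 and Actc1 lower with YAP-5SA. Between shYAP and shTAZ, 10 features passed, 7 higher and 3 lower with shYAP. The nicotinic receptor genes Chrna3 and Chrnb4 were higher with shYAP by 2.82 (SE 0.12, n = 2 arrays per group, adjusted p = 0.00396 from limma) and 1.91 (SE 0.16, adjusted p = 0.0276 from limma), and the urinary protein gene Mup19 by 2.63 (SE 0.16, adjusted p = 0.0226 from limma). Prrg4 was lower with shYAP by 1.79 (SE 0.15, adjusted p = 0.0276 from limma) and Lims2 by 1.45 (SE 0.12, adjusted p = 0.0276 from limma). With any 1 shYAP or shTAZ array left out, 0 features passed between the shRNAs.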

How the results depend on the processing

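The removal of features that differ between the scramble arrays or of receptor genes, and the single-array and plain p rules for 2-fold genes on 8 kPa were tests chosen after the data were seen. The 14-array fit was the plan made before the data were examined, and became an alternative once the values proved to be ratios. Pairs of counts are features higher and lower. Of 143 single-gene results, 142 kept their direction and their side of the threshold when arrays were centred on their medians, 135 with array weights, 119 with all 14 arrays in 1 fit (19 more passed and 5 fewer) and 116 with the replicate block (27 no longer passed). With only the arrays of the groups compared, 63 of 81 did and 18 no longer passed. Of 55 list tests, 54 did with centring and with the block, 53 with the 14-array fit, 26 with fry (28 no longer passed, 1 newly did) and 18 with an estimated correlation (37 no longer passed). Centring turned Tbx5 with shTAZ to -0.039.

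The replicate numbers pair no samples: the correlation of replicate differences between groups was 0.0503 for stiffness, 0.2016, -0.0231 and -0.0007 among the shRNA groups, and 0.1483 between the mutants. With the replicate block, features past limma on 8 kPa were 0 and 0, with shYAP 22 and 9, between YAP-5SA and TAZ-4SA 136 and 158 and between shYAP and shTAZ 1 and 0, and the calcium list on 8 kPa pointed higher (adjusted p = 0.987). The block uses up degrees of freedom. Array weights gave 40 and 22 with shYAP and 13 and 14 between the shRNAs, and the arrays of shYAP and scramble alone gave 2 and 0, from fewer arrays. With all 14 arrays in 1 fit, 168 and 174 features passed on 8 kPa, 250 and 318 with shYAP, 115 and 277 with shTAZ, 303 and 244 between the mutants and 17 and 23 between the shRNAs, as that fit draws on more arrays for the spread, the fibroblast identity list was higher with shYAP (adjusted p = 0.0279), and the macrophage list had an adjusted p of 0.0539 between the mutants.

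A 2-fold change in all 4 differences between single arrays left 16 and 115 features on 8 kPa, 47 and 120 with shYAP, 11 and 192 with shTAZ and 7 and 106 with both. A 2-fold change with an adjusted p under 0.05 left 0 and 16, 52 and 26, 0 and 0 and 0 and 0. On 8 kPa, 38 features were 2-fold higher in each array, 218 and 323 were changed in any array, and 15 and 70 had a plain p under 0.01. Without the features 2-fold higher in scramble array 1 than in array 2, 113 were lower on 8 kPa, 98 with shYAP, 74 with shTAZ and 44 with both, 10 passed limma as lower on 8 kPa, 91.2% and 92.9% of the lower features moved back with YAP-5SA and TAZ-4SA, and r with shYAP and shTAZ was 0.00524 and 0.129. With the scramble arrays split between the shRNAs, 17 and 218 or 28 and 161 features changed with both. With the 8 kPa arrays split, 69.3% or 72.9% of the higher features moved back with YAP-5SA and 69.3% or 69% with TAZ-4SA, where the list and the comparison share no 8 kPa array but still share the 126 kPa arrays. The removal of receptor genes kept every count of 2-fold genes within 1.5 times.

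With an estimated correlation the adjusted p on 8 kPa was 0.487 for matrix and 0.249 for macrophage genes, with shYAP 0.44 for sarcomere and 0.44 for macrophage genes, and with shTAZ 0.436, 0.436 and, for matrix genes, 0.785. Between the mutants it was 0.344 for sarcomere and 0.731 for macrophage genes, and between the shRNAs 0.587 for macrophage genes. Lists past camera with this correlation numbered 0 and 0 on 8 kPa, 0 and 0 with shYAP, 0 and 0 with shTAZ, 0 and 0 between the mutants and 0 and 0 between the shRNAs. This version of camera rests on few residual degrees of freedom, which leaves little room for any list to pass. With fry they numbered 4 and 3, 3 and 2, 0 and 0, 0 and 0 and 0 and 0. Lower past fry on 8 kPa were macrophage (adjusted p = 0.0129), smooth muscle (0.0178) and matrix genes (0.026). Higher were glycolysis (0.0178), cell cycle, epithelial and ventricular genes (0.026 each). With shYAP, inflammatory (0.0129) and interferon genes (0.02) were lower past fry, and sarcomere, respiration (0.02 each) and fatty acid genes (0.0359) higher. The adjusted p from fry was 0.125 for macrophage genes with shYAP and, with shTAZ, 0.0957 for macrophage, 0.0879 for sarcomere and 0.475 for matrix genes. Between the mutants it was 0.0512 for sarcomere and 0.671 for macrophage genes, and between the shRNAs 0.449 for macrophage genes.

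With 1 array left out, a lone array is assumed to vary like the others, and ranges run over the arrays of a comparison. Each such fit also loses 1 of its few residual degrees of freedom, which by itself can end calls. On 8 kPa, 109 to 166 features were 2-fold higher and 0 passed as lower without any array. With shYAP, 74 to 248 were 2-fold higher and 221 to 701 lower, and 0 to 832 passed as higher and 0 to 1105 as lower. With shTAZ, 38 to 152 were 2-fold higher and 278 to 682 lower, and 0 to 646 and 0 to 986 passed. With both, 16 to 86 were higher and 178 to 618 lower. Between the mutants 75 to 465 and 68 to 416 passed, and between the shRNAs 0 and 0 without any array. The share moving back was 65.2 to 84.5% of the lower features with YAP-5SA, and 80 to 89% of the higher and 68.5 to 80.5% of the lower with TAZ-4SA, and r with shYAP was 0.14 to 0.174. The highest counts with each shRNA came without scramble array 2, the array with fewer macrophage transcripts.

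Adjusted p of lists ranged on 8 kPa over 0.765 to 0.979 for calcium, 0.0344 to 0.0773 for matrix and 0.765 to 0.979 for fatty acid genes. With shYAP it ranged over 0.00076 to 0.455 for matrix, 0.00237 to 0.989 for fibroblast identity, 0.119 to 0.687 for glycolysis and 0.0751 to 0.56 for smooth muscle genes. With shTAZ it ranged over 4.6e-05 to 0.925 for matrix, 0.0188 to 0.976 for fibroblast identity, 0.000556 to 0.983 for glycolysis, 0.544 to 0.928 for fatty acid, 0.426 to 0.976 for integrin and 1.97e-05 to 0.869 for YAP/TAZ target genes, and between the mutants over 2.47e-14 to 0.263 for macrophage genes. Apart from the matrix list on 8 kPa, the direction of each of these lists turned with some array left out: that of the matrix and fibroblast identity lists turned to lower with both shRNAs without scramble replicate 1. Lists past camera numbered 1 to 2 higher and 2 to 6 lower on 8 kPa, 3 to 8 higher with shTAZ, 5 to 9 lower between the mutants, and 3 to 7 higher and 2 to 6 lower between the shRNAs. Genes whose direction turned, none of them past the test with all arrays, were on 8 kPa Yap1 (-0.022 to 0.10), Lats1 (-0.12 to 0.080), Pln (-0.056 to 0.34) and Gata4 (-0.10 to 0.10). With shYAP they were Col1a1 (-0.055 to 0.23), Thy1 (-0.28 to 0.24), Wwtr1 (-0.15 to 0.35) and Hand2 (-0.0061 to 0.33), and with shTAZ Lats1 (-0.00065 to 0.15) and Tbx5 (-0.16 to 0.16). Between the mutants they were Col1a1 (-0.046 to 0.18), Thy1 (-0.13 to 0.15), Itgb2 (-0.031 to 1.01) and Lats1 (-0.0099 to 0.14).

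Except where a reason is given, the cause was not tested. Ratios hold no signal over background, so the depth of the arrays sets no stated limit, and quantile normalization, dim-feature filters, a mean-variance trend, a slide batch and another background correction were not run.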

Differences from the paper's values

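The rules that take single 8 kPa arrays or a plain p, and the removal of features that differ between the scramble arrays, were tests chosen after the values were seen. The article's main text states a 2-fold threshold for its lists of genes, and its supplemental procedures were not used here. On 8 kPa the paper's value is 106 genes at least 2-fold lower than on 126 kPa, and 181 features were so here. Of the alternatives set before the data were examined, only a 2-fold change in all 4 differences between single arrays comes within 1.5 times (115), and it leaves 16 higher features against the paper's 70. The others do not: centred arrays gave 195, an array left out 222 to 250, an unadjusted p under 0.05 in addition 180, an adjusted p under 0.05 in addition 16, and features with 1 gene symbol 165. Of settings chosen after the values were seen, a 2-fold change in each 8 kPa array gave 38 higher and 140 lower, a plain p under 0.05 in addition gave 48 and 140, and a plain p under 0.01 gave 15 and 70. The removal of features 2-fold higher in scramble array 1 than in array 2, also chosen after the values were seen, gave 113 lower and 68 higher.

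A legend of the paper gives 135 genes as higher in the shYAP and shTAZ groups, which is read here as higher with both. The legend itself writes both only for the lower genes. At least 2-fold higher with both were 28 features here, while those higher with either numbered 146 against the paper's 145. Every alternative set before the data were examined also differs: centred arrays gave 21, an array left out 16 to 86, a 2-fold change in all 4 differences 7, an unadjusted p under 0.05 in addition 28, an adjusted p 0, features with 1 gene symbol 28, and the scramble arrays split between the shRNAs 17 or 28.

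The paper's value is 81 of 106 genes (76.4%) lower on 8 kPa that are higher with TAZ-4SA, and 129 of 181 features (71.3%, 95% Wilson interval 64.3% to 77.4%) were so here, from a longer list. The paper's share lies within that interval. For YAP-5SA the paper's 92 of 106 (86.8%) lies above the interval here (136 of 181, 75.1%, 68.4% to 80.9%). These intervals treat features as independent and measure no variation between cultures. For TAZ-4SA the alternatives set before the data were examined differ too, with 142 for centred arrays and 157 or 169 for the 8 kPa arrays split between list and comparison. The paper states that 53 and 56 of the 70 genes higher on 8 kPa are suppressed by YAP-5SA and TAZ-4SA. On these arrays 59 and 57 were lower than on 8 kPa, whereas 53 and 56 of the 70 lay above the reference of the mutant arrays and 17 and 14 below it.

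By gene and direction, the paper states that genes of cardiac function are enriched among those higher on 8 kPa and that fibroblast genes are strongly lower. Those statements rest on GO terms of its 2-fold genes and on GSEA, which were not rerun here. Counted by sign over lists written from general knowledge, which is another measure, 11 of 24 sarcomere genes were higher on 8 kPa. Of 15 fibroblast identity genes 8 were lower. In camera the matrix list (16 of 28 lower, adjusted p = 0.0232, adjusted p = 0.487 with an estimated correlation) and the smooth muscle and myofibroblast list (10 of 13 lower, adjusted p = 0.0048, adjusted p = 0.486 with an estimated correlation) had the paper's direction, although without replicate 2 of GHMT/126 kPa the adjusted p was 0.0709 and 0.0689, and without replicate 1 of GHMT/8 kPa it was 0.0773 for the matrix list. Tnnt2 at 0.079, Col1a1 at -0.084 and Thy1 at -0.34 had the paper's direction without passing limma, as did Itgb2 at -1.22 (SE 0.14) and Wwtr1 at -0.25. By qRT-PCR the paper also shows Yap1 and the pacemaker gene Hcn4 lower on 8 kPa, and on these arrays both had the opposite direction without passing limma, Yap1 at 0.038 (SE 0.14, adjusted p = 0.949) and Hcn4 at 0.50 (SE 0.14, adjusted p = 0.341). With 1 array left out, Yap1 ranged from -0.022 to 0.099. Integrin genes are stated as lower on 8 kPa, and of 26 genes for integrins of adherent cells and focal adhesions 16 were. By its qRT-PCR the article shows Col1a1 lower with shYAP and shTAZ, and on these arrays Col1a1 differed by 0.087 and 0.21. Myh6, Pln and Ccn2 had the article's direction with both shRNAs.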

Other observations

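The gene groups below were tests of lists set up with the others. Of 12 inflammatory genes 10 were lower with shYAP (median -0.76, adjusted p = 1.23e-06 from camera, adjusted p = 0.165 with an estimated correlation) and 9 with shTAZ (median -0.52, adjusted p = 3.77e-05, adjusted p = 0.249 with an estimated correlation), in comparisons where all 20 macrophage markers were lower, with medians of -3.04 and -4.97. Ptgs2 fell by 2.17 on the log2 scale with shYAP, and Saa3 differed by -1.85 (SE 0.50, n = 2 arrays per group), Ccl2 by -0.99 (SE 0.20) and Mmp13 by -0.94 (SE 0.29). Genes of mitochondrial respiration were higher in 18 of 19 with shYAP (median 0.29, adjusted p = 0.000125, adjusted p = 0.44 with an estimated correlation) and in 17 with shTAZ (median 0.11, adjusted p = 0.0273, adjusted p = 0.529 with an estimated correlation). Fatty acid genes were higher in 16 of 21 with shYAP (median 0.30, adjusted p = 0.0183, adjusted p = 0.44 with an estimated correlation), where the heart fatty acid binding protein gene Fabp3 rose by 1.30 (SE 0.10, adjusted p = 0.0186 from limma). The leukocyte integrin gene Itgb2 differed by -2.78 with shYAP (SE 0.59) and by -3.42 with shTAZ (SE 0.59). The respiration list with shTAZ had an adjusted p of 0.103 without scramble replicate 2 and 0.145 without shTAZ replicate 2, and the fatty acid list with shYAP had one of 0.123 without scramble replicate 2.

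Between YAP-5SA and TAZ-4SA, glycolytic genes were higher with YAP-5SA in 12 of 16 (median 0.45, adjusted p = 0.00029 from camera, adjusted p = 0.344 with an estimated correlation). The glucose transporter gene Slc2a1 was higher by 1.30 (SE 0.20, n = 2 arrays per group, adjusted p = 0.0469 from limma) and the hexokinase gene Hk2 by 1.16 (SE 0.14, adjusted p = 0.0269 from limma). All 8 atrial genes were lower with YAP-5SA (median -0.41, adjusted p = 3.36e-06, adjusted p = 0.344 with an estimated correlation), as were 4 of 6 ventricular genes (median -0.26, adjusted p = 0.00839, adjusted p = 0.361 with an estimated correlation) and all 8 cartilage and bone genes (median -0.63, adjusted p = 0.000146, adjusted p = 0.361 with an estimated correlation). Integrin and focal adhesion genes were higher with YAP-5SA in 19 of 26 (median 0.19, adjusted p = 0.00617, adjusted p = 0.361 with an estimated correlation), with an adjusted p of 0.145 without YAP-5SA replicate 1, and matrix genes were split 14 higher and 14 lower.

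The pacemaker channel gene Hcn4, higher on 8 kPa without passing, differed by 0.33 with shYAP (SE 0.16, n = 2 arrays per group) and by 0.45 with shTAZ (SE 0.16). The Hippo kinase gene Lats1 differed by -0.020 on 8 kPa (SE 0.15, adjusted p = 0.977 from limma). On 8 kPa, interferon genes were lower in 18 of 23 (median -0.18, adjusted p = 0.00355 from camera, adjusted p = 0.486 with an estimated correlation), in a comparison where all 20 macrophage markers were lower, with a median of -1.34. Cardiac transcription factor and natriuretic peptide genes were higher in 9 of 13 (median 0.15, adjusted p = 0.416 from camera, adjusted p = 0.752 with an estimated correlation). Atrial genes had medians of -0.13 on 8 kPa, 0.40 with shYAP and 0.17 with shTAZ, and ventricular genes had medians of 0.21, 0.48 and 0.35.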
